# MicroRNA and mRNA Transcriptome Profiling in Primary Human Astrocytes Infected with *Borrelia burgdorferi*

**DOI:** 10.1371/journal.pone.0170961

**Published:** 2017-01-30

**Authors:** Timothy Casselli, Humaira Qureshi, Elizabeth Peterson, Danielle Perley, Emily Blake, Bradley Jokinen, Ata Abbas, Sergei Nechaev, John A. Watt, Archana Dhasarathy, Catherine A. Brissette

## Abstract

Lyme disease is caused by infection with the bacterium *Borrelia burgdorferi (Bb)*, which is transmitted to humans by deer ticks. The infection manifests usually as a rash and minor systemic symptoms; however, the bacteria can spread to other tissues, causing joint pain, carditis, and neurological symptoms. Lyme neuroborreliosis presents itself in several ways, such as Bell’s palsy, meningitis, and encephalitis. The molecular basis for neuroborreliosis is poorly understood. Analysis of the changes in the expression levels of messenger RNAs and non-coding RNAs, including microRNAs, following *Bb* infection could therefore provide vital information on the pathogenesis and clinical symptoms of neuroborreliosis. To this end, we used cultured primary human astrocytes, key responders to CNS infection and important components of the blood-brain barrier, as a model system to study RNA and microRNA changes in the CNS caused by *Bb*. Using whole transcriptome RNA-seq, we found significant changes in 38 microRNAs and 275 mRNAs at 24 and 48 hours following *Bb* infection. Several of the RNA changes affect pathways involved in immune response, development, chromatin assembly (including histones) and cell adhesion. Further, several of the microRNA predicted target mRNAs were also differentially regulated. Overall, our results indicate that exposure to *Bb* causes significant changes to the transcriptome and microRNA profile of astrocytes, which has implications in the pathogenesis, and hence potential treatment strategies to combat this disease.

## Introduction

Lyme disease (or Lyme borreliosis) is prevalent across the entire northern hemisphere, including Europe and parts of Asia [1]. In the United States, the Lyme disease spirochete, *Borrelia burgdorferi (Bb)*, is the cause of more than 90% of all arthropod-borne diseases affecting humans [2]. Roughly 30,000 cases are reported to the Centers for Disease Control and Prevention (CDC) every year, but the infection is likely underreported, and revised estimates suggest the rate is closer to 300,000 people affected by Lyme disease per year [1, 3, 4]. Total direct medical costs of Lyme disease and the controversial Post-Treatment Lyme Disease Syndrome (PTLDS) in the USA are estimated at $700 million- $1.3 billion per year [5].

Infectious *Bb* causes a multisystem disorder including neurological complications [6]. Neurological manifestations include cranial neuritis, facial nerve palsy, and meningitis [7–9]. More serious complications such as CNS vasculitis and hemorrhagic stroke, although rare, can occur [10–12]. As many as ten percent of antibiotic-treated patients may continue to suffer from post-treatment Lyme disease syndrome (PTLDS) [13], a disorder characterized by musculoskeletal pain, fatigue and cognitive complaints that persist for at least 6 months after treatment [14]. The pathophysiology behind the neurocognitive complaints of Lyme disease is unclear, but the inflammatory response to the bacterium or its components is likely to play a role [15, 16]. For example, patients with a history of Lyme disease and objective memory impairment have elevated serum IFN-α levels compared to healthy controls, which remain elevated despite antibiotic treatment [17], and human glia stimulated with *Bb* in vitro suggest that the inflammatory milieu directly contributes to apoptosis of neurons [18–20].

There have been limited transcriptome analyses of human cells in culture in response to *Bb* [21–23]. To build on these limited data sets, we chose to focus on transcriptional profiling of gene and microRNA expression changes. MicroRNAs are small noncoding RNAs involved in post-transcriptional regulation of gene expression through RNA silencing, mainly by binding to the 3’ untranslated region of a target mRNA [24]. We chose to profile transcriptional responses to *Bb* in astrocytes, abundant cells in the central nervous system that provide nutrients, recycle neurotransmitters, and maintain homeostasis [25]. Astrocytes directly play active roles in the transfer and storage of information in the brain, and the coordinated action of both neurons and astrocytes are necessary to maintain synaptic plasticity [26]. Astrocytes are also key responders to CNS injury and infection, responses that must be balanced to eliminate threats while preserving surrounding tissue and without causing neurological impairment [27]. We have previously shown robust chemokine expression from astrocytes stimulated with *Bb*, including attractants for monocytes, neutrophils, and T cells [28]. If uncontrolled in the context of neuroborreliosis, the astrocyte response could lead to long-term injury in the CNS.

Using primary astrocytes in culture, we demonstrate differential expression of over 200 genes following infection with *Bb*, as well as changes in 38 microRNAs following 48 hrs of infection. Pathway analysis of transcriptional changes revealed gene categories that included developmental pathways, chromatin assembly, cell-cell adhesion, and immune system processes. A subset of transcription factors as well as long non-coding RNAs also change in expression, suggesting that regulatory networks could be altered following the infection, resulting in long-term changes to the transcriptome. The microRNA profiling revealed changes in expression of microRNAs involved in cell adhesion and several signaling pathways. Additionally, over half of genes shown to be differentially expressed during co-culture with *Bb* were predicted to act as targets for one or more of the miRNAs that were concurrently differentially expressed. Taken together, we present for the first time, a catalog of differential gene and microRNA expression changes in astrocytes following *Bb* infection.

## Results

### RNA-seq reveals changes in the astrocyte transcriptome following *Bb* infection

To date, there are limited studies examining the transcriptome changes in any cell type co-cultured with *Bb*. We performed a time course of *Bb* infection in primary human astrocytes in culture (3 biological replicates per time point) and examined genome-wide RNA changes relative to untreated cells at 24 and 48 hours after infection (Fig 1A). 

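Primary human astrocytes are astrocytes grown directly from human tissue rather than an immortalized line. RNA-seq libraries were made from untreated cultures and from cultures kept with *Bb* for 24 h or 48 h, with 3 biological replicates in each of the 3 groups. The paper's design and its microRNA text set the untreated samples at 0 h, while the sample labels describe them as uninfected controls of the 24 h time point, and no uninfected control of the 48 h time point was analysed here. Both *Bb* groups were therefore compared with the same 3 untreated samples. The authors aligned the single-end reads to hg19 with TopHat, counted reads per gene with HTSeq and deposited the raw counts, without normalization, for 25369 gene symbols per sample. Between 31838959 and 36675179 reads per sample were counted on genes, with a median of 32434982 in untreated samples, 34049317 at 24 h and 32766458 at 48 h. The paper states an average of 50000000 sequenced reads per sample, and the values here use the reads counted on genes. At these depths 3 reads correspond to between 0.0818 and 0.0942 counts in 1000000 (CPM) before normalization. With the normalized library sizes behind the CPM values below, 3 reads correspond to between 0.0815 and 0.0995 CPM. This level is taken here as the floor for a gene that is not detected, which covers counting error only. The 10 most counted genes took between 7.57% and 10.4% of the reads. No files held identical counts, and same-group replicates differed by more than sampling noise (chi-square per degree of freedom between 2.37 and 142.1). The spread was unequal. Untreated replicate 3 gave 120.9 against replicate 1 and 142.1 against replicate 2, which gave 24.18 against each other. Against the *Bb* samples, untreated replicate 1 gave between 86.78 and 122.7, and untreated replicate 2 between 126.9 and 163.4.

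Counts were normalized with edgeR's TMM method, genes above 1 CPM in at least 3 of the 9 samples were kept, which left 13581 genes, and all samples were fitted together with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Standard errors of log2 fold changes were taken from the F statistic of that test. The pairing of samples by replicate number is taken from the labels, and it was checked. Deviations from the group means correlated across genes with a mean r of 0.0295 for samples with the same number and -0.0138 for samples with different numbers. With the replicate number as a block, 285 genes at 24 h and 288 genes at 48 h passed a false discovery rate (FDR) of 0.05 and a 4-fold change, against 295 and 293 without the block.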

At each time point, we isolated RNA and microRNA, created Illumina sequencing libraries, and then sequenced each time point using next-generation sequencing on Illumina’s HiSeq2000 (RNA) and the MiSeq (microRNA) as described in the materials and methods. 

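Distances between samples were computed as in an edgeR MDS plot, from the 500 genes with the largest log2 fold changes between each pair of samples. The first dimension held 74.9% of the variance and separated the untreated samples from all *Bb* samples, and the second held 13.9%. The mean distance between untreated and *Bb* samples was 2.66 on the log2 scale, against a mean of 0.92 between replicates, a ratio of 2.88. None of the other splits of the 9 samples into 3 groups of 3 gave a ratio as large (exact permutation test over 840 splits, one-sided p = 0.00119, the smallest p these splits allow). Replicate distances were between 0.55 and 0.91 at 24 h and between 0.59 and 0.63 at 48 h. Among the untreated samples, replicates 1 and 2 were 0.74 apart, while replicate 3 was 1.70 from replicate 1 and 1.73 from replicate 2. The mean distance between 24 h and 48 h samples was 1.01, less than the distance of untreated replicate 3 from the other untreated replicates. Without a filter on low counts the ratio fell to 1.83, the largest change among the settings tried.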

Multidimensional scaling (MDS) plots (S1 Fig) indicated that the replicates clustered together with no outliers, and there were clear differences between the untreated and *Bb* treatments for each day, also noted by heat map analyses (Fig 1B). After data normalization, we extracted only those genes with a four-fold (log_2_FC = 2) change or higher in expression (up or down) and an adjusted p-value (false discovery rate or FDR) of 0.05 or lower. Using this filtered set of genes, we observed alterations in steady state levels of 275 transcripts following 24 or 48 hrs of *Bb* infection, with considerable overlap among differentially expressed genes at both timepoints (Fig 1C and S1 File). 

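At an FDR of 0.05 or lower and a 4-fold change or higher, 295 genes differed from untreated cells at 24 h (160 higher, 135 lower) and 293 at 48 h (167 higher, 126 lower), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 13581 genes. Of these, 235 genes passed at both time points, all in the same direction, and 353 genes passed at 24 h or 48 h. The 60 genes that passed at 24 h only and the 58 that passed at 48 h only all had the same direction at the other time point, and 50 and 56 of them also had an FDR of 0.05 or lower there. In all 295 genes at 24 h and in 292 of the 293 at 48 h, every *Bb* replicate lay on one side of every untreated replicate. Across the tested genes, the log2 fold changes at 24 h and 48 h had a Pearson r of 0.938 and a Spearman rho of 0.898. These coefficients are across genes, which are not independent replicates, and both contrasts share the untreated samples, which builds in part of the correlation. A direct test of 48 h against 24 h gave 1 gene past both thresholds. The filter on low counts moved these numbers most among the ways of fitting the same test, with 553 genes at 24 h and 568 at 48 h when no filter was used. The paper's S1 File lists 275 genes at each time point, of which 221 are shared and 329 are listed in all. From the shared genes, the paper states considerable overlap between the time points.

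**Figure D1:**
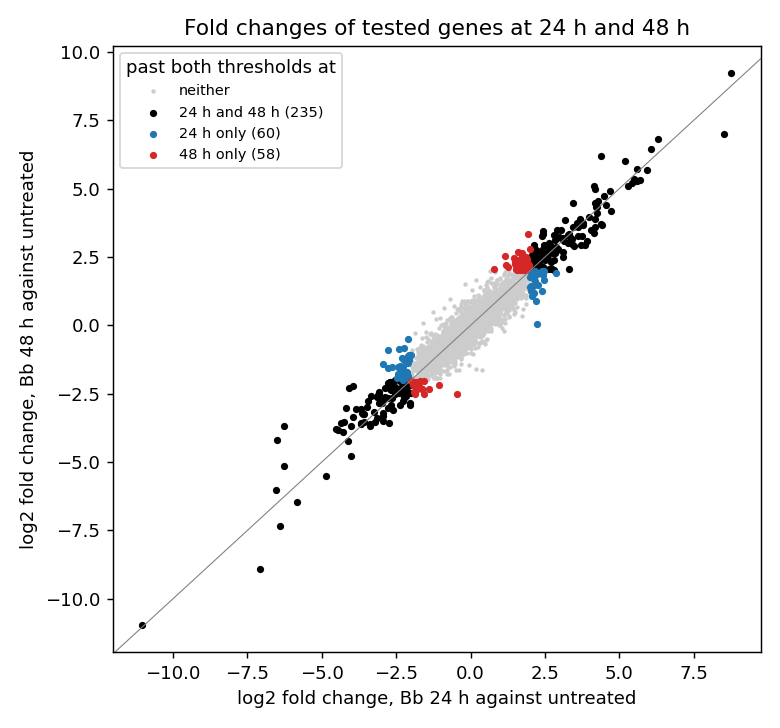
Log2 fold change against untreated cells at 48 h (vertical axis) and 24 h (horizontal axis), 1 point per tested gene, with colours for the genes past both thresholds and a line where both values are equal. The 235 black points lie around this line, and the blue and red points have the same sign on both axes.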

A previous study utilized microarray analysis to examine genes differentially expressed in Rhesus macaque primary microglia after co-culture with *Bb* [15]. Of the 275 genes we found to be differentially expressed in the current study, 43 of those (16%) were reported by Myers et al as being differentially expressed in the same direction (i.e. up or down) in Rhesus macaque microglia after co-culture with *Bb*. A subset of differentially expressed genes identified by RNA-seq were further validated by RT-PCR following exposure to *Bb* relative to untreated astrocytes. 

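The files give RNA-seq counts for all 7 genes of Fig 2A. *TNFSF18* (chromosome 1, 173008342 to 173020081 in GRCh37) had 0 reads in every untreated sample and reached 1.61 ± 0.363 CPM at 24 h and 2.23 ± 0.232 CPM at 48 h (SD, n = 3), a log2 fold change of 8.76 (standard error 0.59) and 9.22 (standard error 0.55). With 0 reads in one group, the size of these fold changes depends on the small count that edgeR adds. *IL1B* rose from 0.0564 ± 0.0545 CPM (SD, n = 3) to 2.71 ± 0.763 CPM at 24 h and 2.33 ± 0.235 CPM at 48 h, with a log2 fold change of 5.20 at 48 h (edgeR adjusted p = 4.6e-05). The untreated samples held between 0 and 4 reads of *IL1B*, around the floor, so the size of its rise is imprecise. The log2 fold change of *CXCL6* was 4.19 at 24 h and 4.48 at 48 h, and that of *CXCL1* was 2.41 and 2.75 (edgeR adjusted p = 2.0e-06 for *CXCL6* and 2.2e-04 for *CXCL1* at 48 h). *CXCL8* had 4.27 and 4.10. With each sample left out in turn, these 5 genes stayed past both thresholds at both time points. *GJB2* and *MMP13* were lower in *Bb* samples, with log2 fold changes of -3.37 and -5.83 at 24 h and -3.69 and -6.47 at 48 h, and the untreated replicates of *MMP13* varied widely (17.9 ± 26.0 CPM, SD, n = 3), as did those of *GJB2* (16.5 ± 21.8 CPM). Without untreated replicate 3, the log2 fold change of *GJB2* was -1.32 at 24 h and -1.64 at 48 h, both below the 4-fold threshold. At 24 h *GJB2* also did not pass without 24 h *Bb* replicate 2 (edgeR adjusted p = 0.055) or replicate 3 (edgeR adjusted p = 0.063). *GAPDH*, the reference gene of the RT-PCR, did not differ (log2 fold change 0.10 at 24 h and -0.076 at 48 h, edgeR adjusted p = 0.68 and 0.73). In each of the 7 genes the *Bb* and untreated replicates did not overlap at either time point (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow).

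**Figure D2:**
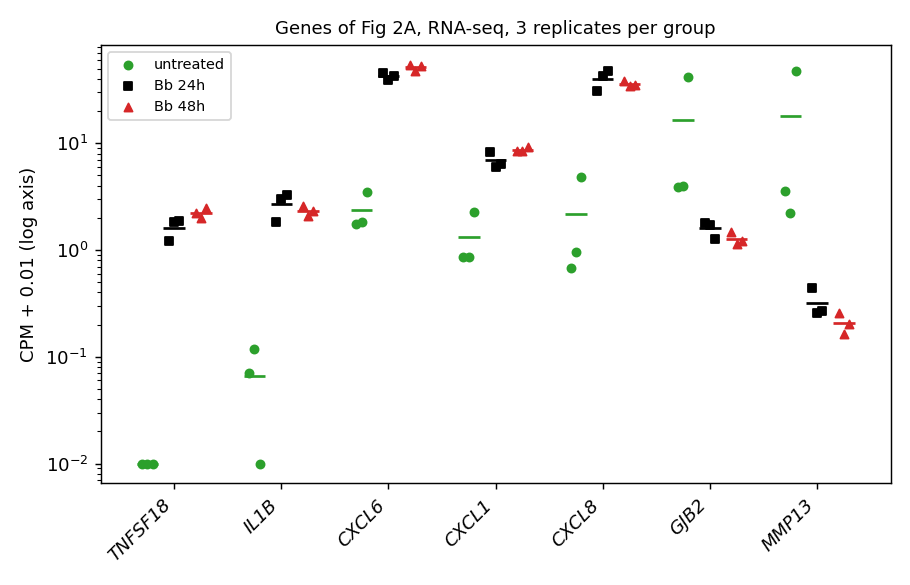
CPM plus 0.01 on a log axis for the 7 genes of Fig 2A, with 1 point per replicate and a line at the mean of the 3 replicates of each group. The *Bb* replicates lie above the untreated ones for *TNFSF18*, *IL1B*, *CXCL6*, *CXCL1* and *CXCL8*, and below them for *GJB2* and *MMP13*.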

In agreement with our RNA-seq dataset, the highly upregulated genes TNSF18, IL1B, CXCL6, and CXCL1 were also shown by RT-PCR to be significantly upregulated after 48 hours co-incubation with *Bb* (Fig 2A).

**Fig 1:**
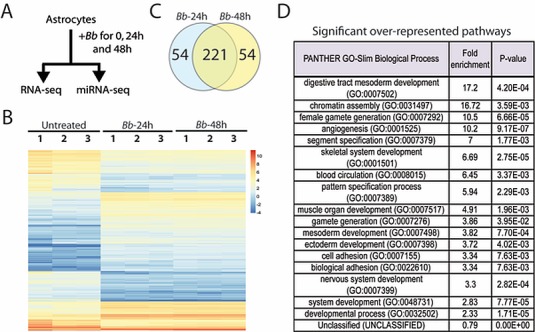
Transcriptome changes in astrocytes following *Bb* infection. Primary human astrocytes were cultured untreated or treated with *Bb* for 24h (N = 3) or 48h (N = 3) respectively, and total RNA and microRNAs isolated from the same preparation (A) and subject to massively parallel sequencing (see text for details). The results were plotted as a heat map to reveal significant differences in gene expression (B; 1, 2, 3 represent individual biological replicates), with the largest number of gene expression changes being seen at the 48h time point (C). PANTHER lysis (D) revealed a number of developmental and cell-adhesion pathways were affected.

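The count of genes past both thresholds was 295 at 24 h and 293 at 48 h. At an FDR of 0.05 or lower without a fold-change threshold, 4964 genes at 24 h and 5398 at 48 h passed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 9 fits that each left out 1 sample, the count at 24 h ran from 217 to 296 and that at 48 h from 252 to 294, so the difference between the time points was smaller than the change from leaving out a replicate. The paper's S1 File holds 275 genes for each time point, with 147 higher and 128 lower at 24 h and 158 higher and 117 lower at 48 h.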

**Fig 2:**
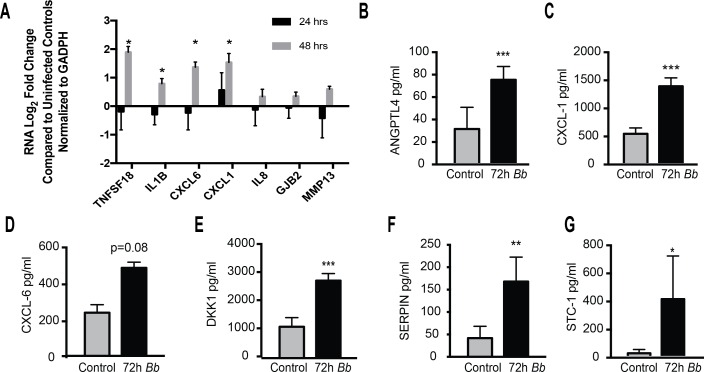
Validation of RNA-sequencing results. (A) Gene expression changes seen in a subset of genes following *Bb* treatment were validated. cDNA was prepared and amplified using primers specific for TNFSF18, IL1beta, CXCL1, CXCL6, GJB2, MMP13, and the housekeeping gene GAPDH. Data are expressed as the ratio of gene expression (Log_2_FC) in *Bb*-treated cells compared to untreated controls (n = 3) for each gene of interest normalized against GAPDH expression calculated using the delta-delta Ct method [29]. Asterisks indicate significant difference compared to uninfected controls as determined by one-way ANOVA followed by Holm-Sidak (p<0.01). (B-G) ELISAs were performed using control and astrocytes treated with *Bb* for 72h. Data represent the mean and standard errors of the concentration of cytokine in the supernatant from two independent biological replicates analyzed in triplicate for each condition. Asterisks indicate significant differences as determined using Student’s t-test.

We categorized the sets of genes that changed following *Bb* infection for each time point using the PANTHER classification system (pantherdb.org) [30]. 

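The files do not hold PANTHER categories, so gene families were set by symbol prefix. Among histone genes, 17 of the 73 in the files were expressed enough to be tested, and their median log2 fold change was 0.92 at 24 h and 1.41 at 48 h. Both medians lay at percentile 100.0 of 10000 random gene lists matched on expression, which describes these libraries only, since genes are not independent replicates. When no filter was used on low counts, 63 histone genes entered, and the median was -0.039 at 24 h, the opposite direction, and 0.28 at 48 h. *HIST1H2BC* (log2 fold change 2.43 and 2.74 at 24 h and 48 h) and *HIST1H4H* (1.72 and 2.66) passed both thresholds at 48 h, a share of 11.8% of the tested histone genes against 2.15% of the other tested genes (Fisher's exact test, p = 0.051). At 24 h only *HIST1H2BC* passed, a share of 5.88% against 2.17% (Fisher's exact test, p = 0.31). The library preparation selected polyadenylated RNA, and reads of near-identical histone copies could be split or left out by the counting. Among 80 tested cadherin, claudin and integrin genes, the median log2 fold change was 0.20 at both time points (percentile 99.96 at 24 h and 100.0 at 48 h), and 3 genes at 24 h and 4 at 48 h passed both thresholds, all higher (Fisher's exact test, p = 0.25 and 0.094). The cadherins here include protocadherins, many of them from the PCDHB and PCDHG clusters, so this set is wider than the classical cadherins. *ITGA8* had a log2 fold change of 2.80 at 24 h (standard error 0.17) and 2.67 at 48 h. *CDH10* passed at both time points (2.22 at 24 h and 2.05 at 48 h), and *CLDN11* at 48 h only (2.41, against 1.88 at 24 h). *ITGA2* passed the 4-fold threshold at 24 h (2.36) and not at 48 h (1.95), and the difference between the time points was not significant in the fit of all samples (edgeR adjusted p = 0.37, or 0.019 without the untreated samples). *CLDN1* passed at 48 h (2.25, adjusted p = 0.020) and its spread between replicates was large (standard error 0.63). It did not pass at 48 h with only the 2 groups compared (edgeR adjusted p = 0.054). In the fits that each left out 1 sample it passed at 48 h in 6 of 9, with values between 1.80 and 3.80.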

Genes involved in development, chromatin assembly, cell-cell adhesion and angiogenesis were among the top pathways identified as changing significantly in expression following *Bb* infection (Fig 1D). Next, network analysis using Ingenuity Pathway Analysis (IPA) tools revealed changes in networks at 24 hours (S2 and S3 Files), including those involving metabolism (S2 and S3 Files, network1), development and disease (S2 and S3 Files, networks 2 and 3), and connective tissue disorders (S2 and S3 Files, network 4). Changes in networks at 48 hours (S2 and S3 Files) included those involving cancer and connective tissue disorders (S2 and S3 Files, network 1), neurological disease (S2 and S3 Files, network 2), cell-cell signaling (S2 and S3 Files, network 3) and cellular movement and immune cell trafficking (S2 and S3 Files, network 9).

Several genes involved in inflammation and immune response, including those previously implicated in Lyme disease, such as *il1b* and *cxcl8*, were differentially regulated at 24 and 48 hours (Table 1) [16, 28, 31–33]. 

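All 22 genes of Table 1 were tested. At 24 h, 19 passed both thresholds (11 higher, 8 lower), and at 48 h all 22 did (11 higher, 11 lower), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 17 and 20 stayed past the thresholds in each fit that left out 1 sample and tested them, and with the replicate number as a block *NFATC2* fell below the 4-fold threshold at 48 h (-1.99). In each of the 22 genes the *Bb* and untreated replicates did not overlap at either time point. *CXCL8* (chromosome 4, 74606236 to 74609433 in GRCh37) rose from 2.14 ± 2.31 CPM to 40.1 ± 8.48 CPM at 24 h and 35.8 ± 1.91 CPM at 48 h (SD, n = 3), with log2 fold changes of 4.27 (standard error 0.54, adjusted p = 3.4e-04) and 4.10 (standard error 0.54, adjusted p = 4.0e-04). Leaving out 1 sample at a time moved its value at 24 h between 3.84 and 5.61. *IL1B* (chromosome 2, 113587328 to 113594393) had 5.42 at 24 h (standard error 0.46, adjusted p = 3.5e-05). The largest falls were those of *RARRES2* (-4.53 at 24 h and -3.79 at 48 h) and *IL21R* (-4.03 and -3.68). Their untreated replicates spread widely, with 13.1 ± 11.3 CPM for *RARRES2* and 7.80 ± 6.92 CPM for *IL21R* (SD, n = 3). *CMKLR1* was slightly lower at 24 h, without passing the thresholds (-0.45, adjusted p = 0.10), and fell at 48 h (-2.50, adjusted p = 7.2e-05), and 48 h differed from 24 h by -2.05 (standard error 0.25, adjusted p = 0.023, or 0.068 with the replicate number as a block). *NFATC2* and *CSF1R* were below the 4-fold threshold at 24 h. *HLA-DPA1* and *HLA-DPB1* belong to a family of similar genes between which reads could be split.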

Further, several transcription factors (Table 2), including Forkhead box (FOX) protein family members were upregulated, while other regulators of transcription such as the homeobox (*HOX*) genes such as engrailed homeobox 2, and several *HOX* cluster genes were downregulated in response to *Bb*. 

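All 28 transcription factors of Table 2 passed both thresholds at 24 h and 48 h, 13 higher and 15 lower at each. Of these, 22 at 24 h and 23 at 48 h stayed past the thresholds in each fit that left out 1 sample and tested them, and with the replicate number as a block *NUPR1* did not pass at 48 h (-1.75, adjusted p = 0.055). Among the forkhead genes, *FOXQ1* had the largest log2 fold change (4.20 at 24 h and 3.61 at 48 h, edgeR adjusted p = 6.8e-05 and 2.3e-04) at low expression, with 0.0877 ± 0.0477 CPM in untreated cells and 1.71 ± 0.528 CPM at 24 h (SD, n = 3). *FOXF1*, *FOXF2*, *FOXL2* and *FOXA1* had log2 fold changes between 2.10 and 2.56 at 24 h. Of the 25 forkhead genes tested, these 5 passed both thresholds, a share of 20% against 2.14% of the other tested genes at 24 h (Fisher's exact test, p = 1.7e-04), while the median log2 fold change of the 25 was 0.0010 at 24 h and -0.017 at 48 h, and its sign changed between settings. The paper had already reported these 5 genes from the same counts, so their share is not independent evidence. *EN2* (chromosome 7, 155250824 to 155257526 in GRCh37) fell from 2.97 ± 0.697 CPM to 0.180 ± 0.0766 CPM at 24 h and 0.104 ± 0.0464 CPM at 48 h (SD, n = 3), with a log2 fold change of -4.79 at 48 h (edgeR adjusted p = 1.6e-05). Its 48 h samples held between 2 and 5 reads, near the floor. Other homeobox genes rose, with *SIX6* at 6.30 and 6.82, *SHOX2* at 5.93 and 5.70, and *NKX2-4* at 4.69 and 4.92. Each untreated sample held between 1 and 4 reads of these genes, around the floor, so the sizes of these rises are imprecise.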

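Of the 39 HOX cluster genes in the files, 11 were expressed enough to be tested, and all 11 were lower in *Bb* samples at both time points with an FDR of 0.05 or lower. Their median log2 fold change was -3.68 at 24 h and -3.04 at 48 h, below each of 10000 random gene lists matched on expression. The 8 genes of Table 2 passed the 4-fold threshold, a share of 72.7% against 2.11% of the other tested genes at 24 h (Fisher's exact test, p = 7.0e-12). The paper had already reported these 8 genes from the same counts, so this share is not independent evidence. Genes are also not independent replicates, so this p and the random lists above describe these libraries only. *HOXB2*, *HOXB5* and *HOXB6* fell by less than 4-fold, with log2 fold changes of -1.08, -1.03 and -1.79 at 24 h. In the HOXA cluster on chromosome 7, *HOXA2* (27139973 to 27142305 in GRCh37), *HOXA3*, *HOXA4* and *HOXA5* had log2 fold changes between -4.46 and -4.26 at 24 h and between -3.90 and -3.54 at 48 h. *HOXD4* on chromosome 2 fell most (-4.86 at 24 h, standard error 0.42, and -5.51 at 48 h, standard error 0.47), from 2.04 ± 0.413 CPM to 0.0656 ± 0.0588 CPM at 24 h (SD, n = 3). Its *Bb* samples held between 0 and 4 reads, around the floor, so the size of this fall and its rank are imprecise. Of these 8 genes, *HOXB3* and *HOXB4* were expressed most and fell least, *HOXB3* from 76.0 ± 5.97 CPM to 17.9 ± 2.18 CPM at 24 h. Overlapping HOX transcripts lie close together in each cluster, and reads that fall on several of them could be left out by the counting. When an untreated sample was left out, several of these genes fell below the expression filter, and the median of the 6 still tested lay between -1.98 and -1.93 at 24 h. With no filter on low counts, 32 HOX cluster genes entered and the median at 24 h was -1.83.

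**Figure D3:**
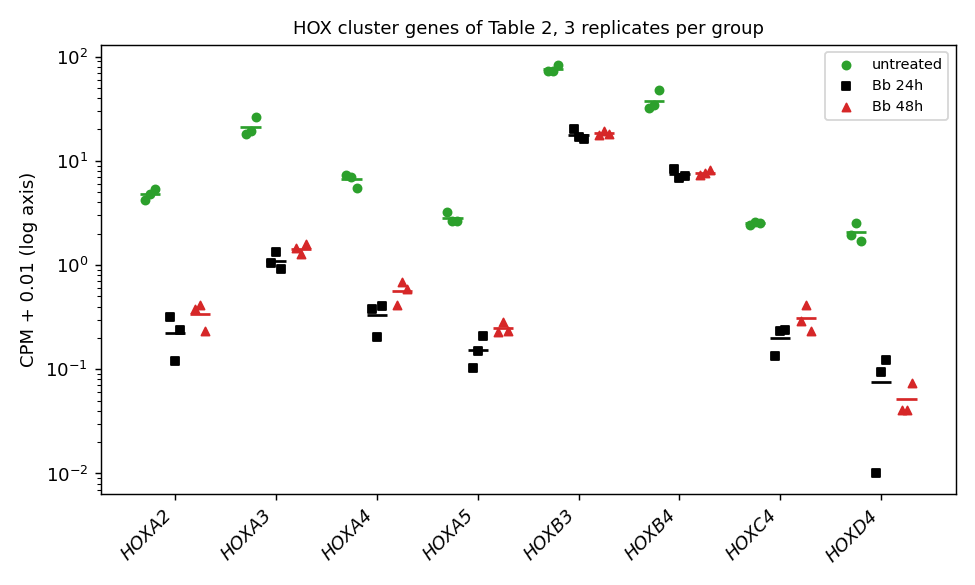
CPM plus 0.01 on a log axis for the 8 HOX cluster genes of Table 2, with 1 point per replicate and a line at the mean of the 3 replicates of each group. The untreated replicates of each gene lie above all its *Bb* replicates, and *HOXB3* and *HOXB4* show the smallest distance.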

*HOX* cluster genes appear to be among the most strongly differentially expressed gene sets (Table 2), which have not previously been implicated in *Bb* pathogenesis. Homeobox genes are highly conserved transcription factors which are involved in development and body patterning [34]. Forkhead box (FOX) proteins are a family of transcriptional regulatory proteins that control diverse cellular processes including differentiation, metabolism, development, proliferation, and apoptosis [35–38].

**Table 1:** Selected inflammation and immune function genes altered in response to *Bb*.

		24h		48h	
Gene symbol	Gene name	FC	p-Value	FC	p-Value
TNFSF18	Tumor necrosis factor (ligand) superfamily, member 18	439.59	6.85E-37	580.04	5.04E-45
IL1B	Interleukin-1 beta	42.81	1.02E-36	36.50	7.16E-33
TXK	TXK tyrosine kinase	18.25	3.68E-21	31.34	5.45E-33
ERAP2	Endoplasmic reticulum aminopeptidase 2	19.43	1.97E-28	23.10	2.04E-31
CXCL6	Chemokine (C-X-C motif) ligand 6	18.13	4.42E-77	22.16	4.89E-86
CHI3L1	Chitinase 3-like 1 (cartilage glycoprotein-39)	26.17	3.78E-41	18.00	6.05E-30
CXCL8	Interleukin-8	18.77	8.32E-11	16.68	3.27E-10
DPP4	Dipeptidyl-peptidase 4	12.55	9.17E-43	13.83	9.66E-46
SRGN	Serglycin	6.32	4.17E-61	7.62	5.50E-73
CXCL1	Chemokine (C-X-C motif) ligand 1	5.28	4.93E-13	6.63	2.95E-16
EBI3	Epstein-Barr virus induced 3	4.41	9.42E-13	5.58	1.09E-17
NFATC2	Nuclear Factor of Activated T-Cells 2	-3.61	2.48E-06	-4.38	8.98E-08
CSF1R	Colony Stimulating Factor 1 Receptor	-3.12	2.37E-13	-5.06	2.23E-21
CD83	CD83 Molecule	-6.36	1.19E-07	-5.24	1.75E-06
HLA-DPB1	Major Histocompatibility Complex, Class II, DP Beta 1	-5.31	1.41E-13	-5.54	5.37E-14
CMKLR1	Chemerin Chemokine-Like Receptor 1	-1.36	0.04	-5.66	4.32E-20
ICOSLG	Inducible T-Cell Costimulator Ligand	-4.44	5.05E-16	-6.02	2.94E-19
CX3CL1	C-X3-C Motif Chemokine Ligand 1	-4.76	2.08E-13	-6.19	9.08E-17
HLA-DPA1	Major Histocompatibility Complex, Class II, DP Alpha 1	-11.08	3.70E-66	-7.94	2.65E-53
LSP1	Lymphocyte-Specific Protein 1	-12.21	8.84E-84	-9.38	2.15E-71
IL21R	Interleukin 21 Receptor	-16.45	1.22E-10	-12.91	2.01E-09
RARRES2	Retinoic Acid Receptor Responder 2	-22.94	6.48E-11	-13.83	1.22E-08

**Table 2:** Selected transcription factors altered in response to *Bb*.

		24h		48h	
Gene symbol	Gene name	FC	p-Value	FC	p-Value
EN2	engrailed homeobox 2	-16.02	6.07E-30	-27.72	2.10E-34
ERG	v-ets avian erythroblastosis virus E26 oncogene homolog	-15.40	4.26E-11	-10.26	6.06E-09
FOSB	FBJ murine osteosarcoma viral oncogene homolog B	-6.27	6.84E-06	-5.14	4.78E-05
FOXA1	forkhead box A1	4.63	1.86E-08	6.73	2.11E-12
FOXF1	forkhead box F1	4.29	6.94E-22	5.69	2.04E-30
FOXF2	forkhead box F2	5.27	1.51E-32	5.97	9.40E-38
FOXL2	forkhead box L2	5.89	1.85E-19	6.53	1.91E-21
FOXQ1	forkhead box Q1	18.35	4.32E-23	12.21	4.88E-16
HOXA2	homeobox A2	-22.00	1.49E-55	-14.14	1.20E-46
HOXA3	homeobox A3	-19.36	3.76E-74	-14.92	3.54E-65
HOXA4	homeobox A4	-20.61	4.62E-57	-11.97	2.89E-45
HOXA5	homeobox A5	-19.10	1.18E-43	-11.66	1.61E-35
HOXB3	homeobox B3	-4.26	2.80E-65	-4.14	7.56E-63
HOXB4	homeobox B4	-5.05	1.25E-39	-4.94	1.33E-38
HOXC4	homeobox C4	-12.83	8.31E-38	-8.25	3.35E-30
HOXD4	homeobox D4	-29.00	1.23E-32	-45.37	8.63E-34
MYOCD	myocardin	7.14	1.74E-13	8.62	7.46E-16
NKX2-4	NK2 homeobox 4	25.76	5.95E-35	30.13	3.89E-40
NUPR1	nuclear protein, transcriptional regulator, 1	-6.92	1.10E-05	-4.32	6.28E-04
OSR1	odd-skipped related transcription factor 1	4.05	1.41E-21	4.03	2.94E-21
PAX3	paired box 3	-7.85	6.93E-84	-7.20	8.25E-78
RCOR2	REST corepressor 2	-4.81	1.08E-26	-6.81	1.56E-35
SHOX2	short stature homeobox 2	60.87	2.61E-64	51.93	9.97E-58
SIX3	SIX homeobox 3	5.88	3.94E-53	6.24	2.14E-56
SIX6	SIX homeobox 6	78.76	8.98E-117	113.25	1.40E-147
TBX18	T-box 18	4.93	7.91E-53	4.18	6.68E-43
TCF21	transcription factor 21	7.80	6.30E-24	9.37	3.45E-29
TFCP2L1	transcription factor CP2-like 1	-4.07	5.49E-54	-4.50	1.05E-59

In addition to mRNA expression changes in response to *Bb*, a number of non-coding RNAs were also found to be significantly up or downregulated (Table 3), including two that followed the expression patterns of their antisense transcripts, namely *HOTAIRM1* (*HOXA* antisense transcript), and *FENDRR* (*FOXF1* adjacent non-coding developmental regulatory RNA). 

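All 12 non-coding RNAs of Table 3 had an FDR of 0.05 or lower at both time points by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 8 passed the 4-fold threshold at 24 h and 11 at 48 h. Of these, 6 and 9 stayed past the thresholds in each fit that left out 1 sample and tested them. *HOTAIRM1* (chromosome 7, 27135266 to 27139884 in GRCh37, next to *HOXA2*) fell from 4.28 ± 0.631 CPM to 0.461 ± 0.0722 CPM at 24 h and 0.364 ± 0.0849 CPM at 48 h (SD, n = 3), log2 fold changes of -3.20 and -3.54. The adjacent *HOXA2* had -4.46 and -3.82. *FENDRR* (chromosome 16, 86508135 to 86542705) rose from 0.244 ± 0.0975 CPM to 1.09 ± 0.364 CPM and 1.83 ± 0.0347 CPM (SD, n = 3), log2 fold changes of 2.13 and 2.86, and *FOXF1* beside it had 2.10 and 2.51. *SNHG5* was the most expressed of those that rose, from 16.8 ± 1.21 CPM to 129.1 ± 8.26 CPM at 24 h (log2 fold change 2.94, adjusted p = 9.2e-08). *LINC00842* was higher at 48 h than at 24 h (1.03, standard error 0.15, adjusted p = 0.044, or 0.16 with the replicate number as a block).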

The transcriptional signatures induced by *Bb* suggest that the biological program of astrocytes is being changed by infection with the spirochete, and may reflect changes in the signaling environment or other complex biological parameters that undergo a change in response to the infection.

**Table 3:** Selected long non-coding RNAs altered in response to *Bb*.

		24h		48h	
Gene symbol	Gene Name	FC	p-value	FC	p-value
FENDRR	FOXF1 adjacent non-coding developmental regulatory RNA	4.37	1.06E-09	7.24	6.63E-18
HCP5	HLA complex P5 (non-protein coding)	-5.19	5.51E-29	-4.06	1.01E-22
HOTAIRM1	HOXA transcript antisense RNA, myeloid-specific 1	-9.21	5.37E-38	-11.67	2.10E-41
LINC-PINT	long intergenic non-protein coding RNA, p53 induced transcript	4.91	7.85E-27	4.73	1.59E-25
LINC00312	long intergenic non-protein coding RNA 312	-5.58	1.43E-06	-3.78	1.35E+04
LINC00842	long intergenic non-protein coding RNA 842	11.02	7.47E-25	22.41	1.27E-51
LINC01111	long intergenic non-protein coding RNA 1111	5.64	1.77E-24	5.28	4.48E-22
SNHG5	small nucleolar RNA host gene 5 (non-protein coding)	7.69	1.03E-169	6.87	1.10E-152
PLCE1-AS1	PLCE1 antisense RNA 1	2.21	9.99E+04	5.77	-0.009419462
APCDD1L-AS1	APCDD1L antisense RNA 1 (head to head)	-2.10	5.55E+00	-4.57	3.88E-14
LMCD1-AS1	LMCD1 antisense RNA 1 (head to head)	-3.57	6.60E-10	-5.17	6.07E-14
H19	H19, imprinted maternally expressed transcript (non-protein coding)	2.86	4.88E-06	4.18	8.98E-10

To confirm whether transcripts upregulated in response to *Bb* resulted in protein production and secretion after co-incubation with primary human astrocytes, we measured synthesis of selected proteins in astrocyte supernatants by ELISA (Fig 2B–2G). There were no differences in secreted factors at 48 hours post-*Bb* treatment (data not shown). However, as protein translation lags behind RNA production, we also measured selected proteins at 72 hours after *Bb* stimulation. Angiopoietin-like4 (ANGPTL4), Serpin Family G Member 1 (SERPING1), Chemokine (C-X-C Motif) Ligand 1 (CXCL-1), Chemokine (C-X-C Motif) Ligand 6 (CXCL-6), Dickkopf-related protein 1 (DKK1), and Stanniocalcin-1 (STC-1) were all induced at higher levels in *Bb*-treated astrocytes compared to untreated controls (Fig 2B–2G), which correlated with the observed changes in the respective transcripts for these genes by RNA-seq and RT-PCR.

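The files hold the transcripts of all 6 proteins at 24 h and 48 h, but not at 72 h. *ANGPTL4* (chromosome 19, 8428173 to 8439254 in GRCh37) rose from 6.42 ± 2.63 CPM to 136.7 ± 28.6 CPM at 24 h and 82.3 ± 7.67 CPM at 48 h (SD, n = 3), with a log2 fold change of 4.40 (standard error 0.30, edgeR adjusted p = 1.1e-05) and 3.67. *DKK1* had 2.41 at 24 h and 1.99 at 48 h, and *STC1* 2.87 and 1.93, so both passed the 4-fold threshold at 24 h only. The difference between the time points was not significant in the fit of all samples for *DKK1* (adjusted p = 0.095) or *STC1* (adjusted p = 0.15), but was without the untreated samples in the fit (adjusted p = 0.0010 and 0.0015). *CXCL1* had 2.75 and *CXCL6* 4.48 at 48 h. *SERPING1* was lower in every *Bb* replicate than in every untreated replicate (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow), falling from 18.2 ± 7.07 CPM to 3.49 ± 0.387 CPM at 24 h and 6.48 ± 0.516 CPM at 48 h (SD, n = 3), log2 fold changes of -2.38 (standard error 0.25, edgeR adjusted p = 1.1e-04) and -1.49 (standard error 0.24, edgeR adjusted p = 0.0012). With each sample left out in turn, it stayed between -2.56 and -2.03 at 24 h.

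**Figure D4:**
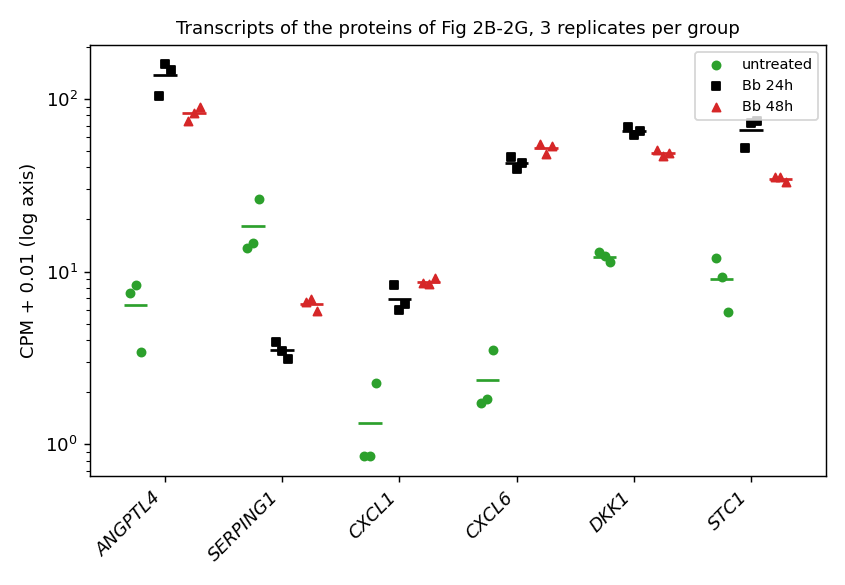
CPM plus 0.01 on a log axis for the transcripts of the 6 proteins of Fig 2B to 2G, with 1 point per replicate and a line at the mean of the 3 replicates of each group. The *Bb* replicates lie above the untreated ones for 5 transcripts and below them for *SERPING1*.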

### MicroRNA changes in astrocytes following *Bb* infection

MicroRNAs are a class of small, non-coding RNAs between 21-24nt in length and have been shown to affect gene expression [39]. In order to investigate whether *Bb* infection causes changes in microRNA levels, we used small-RNA sequencing of microRNAs from astrocytes infected with *Bb* for 0, 24 and 48 hours. We isolated microRNAs using two methods based on the Qiagen miRNeasy kit (Fig 3A); either the microRNA fraction by itself, which enriches the population of microRNAs, or by purifying total RNA and microRNA, which is recommended by several groups for sequencing or microarray purposes. We then size-selected microRNA libraries (Fig 3B) for sequencing on the Illumina MiSeq. Although the recovery amounts were much greater for the total RNA+microRNA fraction relative to the microRNA only fraction (about a tenth of the total fraction), and the total number of sequencing reads as well as % alignments and unique reads were very comparable between the two fractions (Fig 3C), we determined that the microRNA only fraction actually returned more unique reads that mapped specifically to microRNAs (48% versus 18%) relative to the total RNA+miRNA fraction. Therefore, we used the microRNA only fraction to make libraries and perform the microRNA sequencing for the experiments described here.

**Fig 3:**
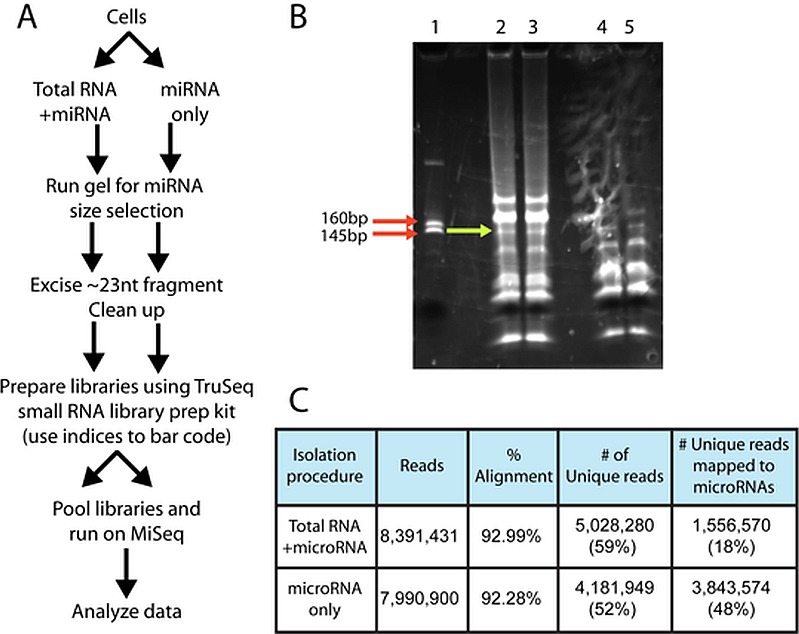
The microRNA-only isolation method for sequencing resulted in a higher percentage of unique reads that mapped to microRNAs. Astrocytes treated with *Bb* were lysed, and either total RNA and microRNA, or the microRNA-only fractions were isolated using procedures according to the miRNeasy kit (A). The microRNA from both preparations and libraries made using the Illumina TruSeq small RNA library kit. (B). Libraries were size-selected using the Illumina custom RNA ladder for size selection of the ~145-160bp band, and sequenced using the MiSeq. Lane 1: small RNA marker; lanes 2–3: duplicates of total RNA+miRNA preps; lanes 4–5: duplicates of miRNA only preps (C). The total number of reads, the percent alignments and number of unique reads were comparable in both conditions, but the microRNA-only fraction had a significantly higher percentage of unique reads that mapped to microRNAs relative to the total RNA+microRNA fraction (48% vs 18%). See text for details.

Following isolation of microRNA only fractions from untreated (N = 3), *Bb* treated (N = 3; 24h) and *Bb* treated (N = 3; 48h) samples, we prepared pooled libraries using the TruSeq small RNA library preparation kit (Illumina) according to the manufacturer’s instructions, and sequenced the libraries on the MiSeq. A small subset of microRNAs were found to change significantly following 24h (2 microRNAs) and 48h (38 microRNAs) of infection (Fig 4A and 4B and S4 File). Using the DIANA microT-CDS algorithm [40], we found that several of the microRNAs that were differentially expressed were involved in signaling pathways, including PI3K-AKT, calcium signaling, and MAPK signaling pathways. MicroRNAs involved in cell adhesion, such as adherens junctions were also found to be affected (Fig 5). We validated some of these microRNAs using the miR-VILO kit from Life Technologies, and found that miR146b-1, miR199a1 and miR376a2 were significantly upregulated following 48h of *Bb* infection (Fig 4C). Another microRNA, miR143-3p was also upregulated, but failed to reach statistical significance as it appears to fluctuate significantly from treatment to treatment (Fig 4C). Of these microRNAs, hsa-miR-143-3p has been identified in plasma microRNA in chronic fatigue syndrome/myalgic encephalomyelitis [41], and hsa-miR-146b-5p was shown to have a role in stem cell differentiation processes [42].

**Fig 4:**
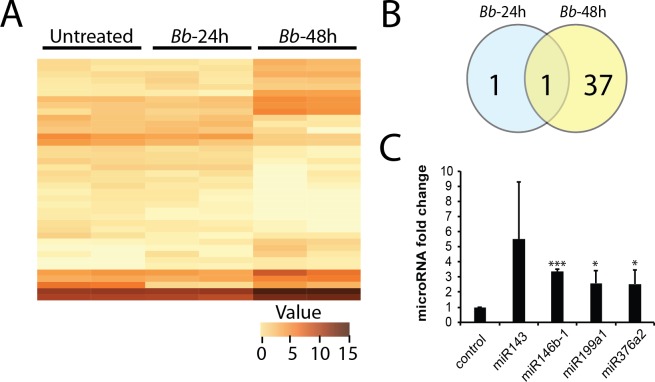
Differential expression of microRNAs following exposure to *Bb*. MicroRNAs were isolated from astrocytes treated with *Bb* for 24h (N = 3) and 48h (N = 3), using the microRNA-only procedure at the same time as RNAs, as described in Figs 1 and 3. Heat map analysis (A) showing changes in a subset of microRNAs (B) following 48h of *Bb* treatment. (C) Validation of microRNA changes were performed on 4 microRNAs (see text for details), and revealed upregulation of miR143, miR146b-1, miR199a1 and miR376a2. T-test (* = p-value<0.05; *** = p-value <0.0001).

**Fig 5:**
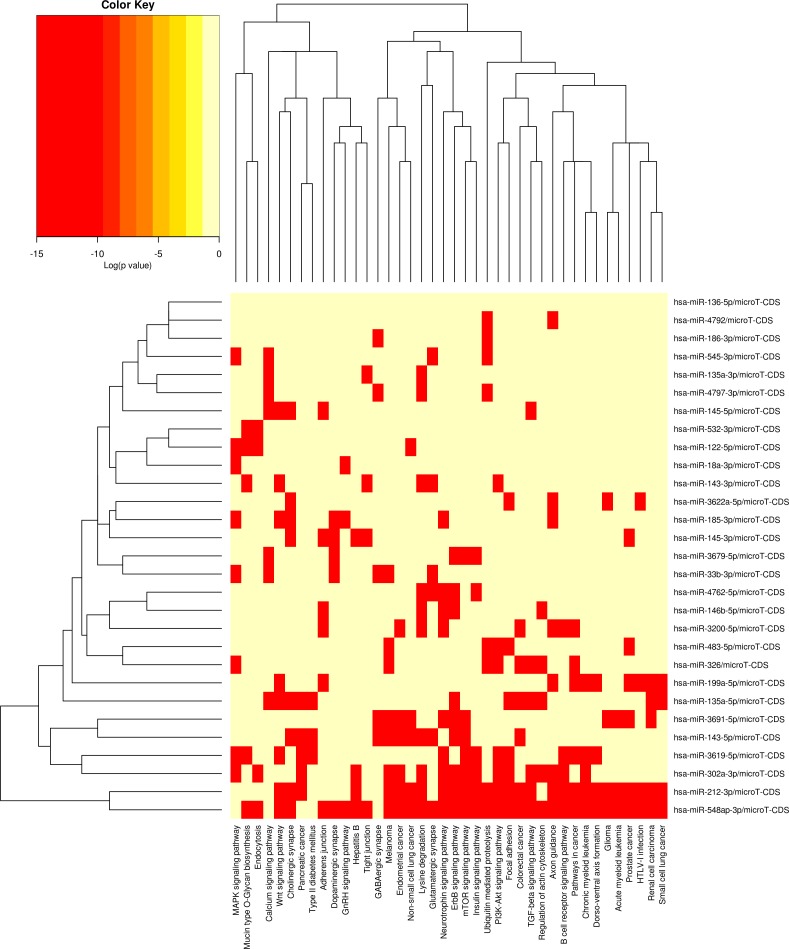
MicroRNA differential expression pathway analysis. We identified pathways targeted by differentially expressed miRNAs using the microT-CDS algorithm in DIANA-miRPath. Heat map of microRNAs vs Pathways, where microRNAs and pathways are clustered using Euclidean distances and complete linkage of binary values (0 = non-significant p-value and 1 = significant p-value). Red squares signify a significant p-value and light yellow signify a non-significant p-value.

To determine whether any known targets for these miRNAs are also altered, we used IPA analyses to compare changes in miRNA expression with simultaneous changes in our RNA-seq dataset (Table 4). Indeed, most microRNAs that were differentially expressed also corresponded with changes in expression of their predicted potential mRNA targets (15 in the case of miR-214-3p, for instance). Indeed, 58.5% of differentially expressed genes in this study were predicted to serve as targets for at least one of the differentially expressed microRNAs. The functional importance and relevance of these microRNAs remains to be seen, and the question of whether these are significantly differentially regulated in all cell types infected with *Bb* is still to be determined.

**Table 4:** Pairwise comparison of microRNA and RNA changes.

**microRNAs upregulated**	**# of DE targets**^**a**^
miR-1-3p (and other miRNAs w/seed GGAAUGU)	19
miR-132-3p (and other miRNAs w/seed AACAGUC)	11
miR-133a-3p (and other miRNAs w/seed UUGGUCC)	15
miR-135a-5p (and other miRNAs w/seed AUGGCUU)	14
miR-143-3p (and other miRNAs w/seed GAGAUGA)	13
miR-145-5p (and other miRNAs w/seed UCCAGUU)	11
miR-146a-5p (and other miRNAs w/seed GAGAACU)	17
miR-199a-5p (and other miRNAs w/seed CCAGUGU)	21
miR-216a-5p (miRNAs w/seed AAUCUCA)	9
miR-4797-3p (miRNAs w/seed CUCAGUA)	5
miR-545-3p (miRNAs w/seed CAGCAAA)	12
**microRNAs downregulated**	**# of DE targets**^**a**^
miR-122-5p (miRNAs w/seed GGAGUGU)	6
miR-302a-3p (and other miRNAs w/seed AAGUGCU)	17
miR-3200-5p (miRNAs w/seed AUCUGAG)	9
miR-326 (and other miRNAs w/seed CUCUGGG)	25
miR-33b-3p (and other miRNAs w/seed AGUGCCU)	15
miR-3619-3p (and other miRNAs w/seed CAGCAGG)	24
miR-3622a-5p (miRNAs w/seed AGGCACG)	7
miR-3679-5p (and other miRNAs w/seed GAGGAUA)	9
miR-3691-5p (miRNAs w/seed GUGGAUG)	9
miR-4762-5p (miRNAs w/seed CAAAUCU)	7
miR-4792 (miRNAs w/seed GGUGAGC)	12
miR-483-5p (miRNAs w/seed AGACGGG)	5
miR-532-3p (miRNAs w/seed CUCCCAC)	23
miR-548a-3p (and other miRNAs w/seed AAAACCA)	8
miR-942-5p (and other miRNAs w/seed CUUCUCU)	13

^a^Number of differentialy expressed (DE) genes identified by RNA-seq that are predicted to serve as targets of the corresponding DE microRNA as determined by IPA’s pairwise comparison tool.

## Discussion

Transcriptome studies can provide valuable insights into the pathophysiological mechanisms of disease. To date, few studies have examined global differential gene expression induced by *Bb* in any cell type. In this work, we demonstrate for the first time an extensive dataset of the transcriptional changes, including mRNAs, long non-coding RNAs, and microRNAs, induced by *Bb* in primary human astrocytes. 275 genes were differentially regulated in astrocytes co-cultured with *Bb*. Consistent with previous reports on *Bb*-induced gene expression, we observed alterations in expression of immune response genes including the chemokine genes *cxcl1*, *cxcl6*, and *cxcl8*, as well as *il1β* [16, 28, 31–33]. 

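*CXCL6* (chromosome 4, 74702357 to 74714781 in GRCh37) rose from 2.34 ± 0.988 CPM in untreated cells to 42.5 ± 3.44 CPM at 24 h and 51.8 ± 3.64 CPM at 48 h (SD, n = 3). *CXCL1* (chromosome 4, 74735110 to 74737025) rose from 1.32 ± 0.814 CPM to 6.92 ± 1.26 CPM and 8.73 ± 0.411 CPM (SD, n = 3), the smallest change of the 4 genes. With each sample left out in turn, the log2 fold change at 48 h stayed between 4.30 and 4.85 for *CXCL6*, between 2.49 and 3.35 for *CXCL1*, between 3.67 and 5.44 for *CXCL8* and between 4.69 and 6.03 for *IL1B*. In the fit of all samples no difference between 48 h and 24 h was detected for the 4 genes (edgeR adjusted p between 0.60 and 0.92). The 48 h replicates of *CXCL6* and *CXCL1* nevertheless all lay above the 24 h ones, and without the untreated samples in the fit the adjusted p was 0.025 for *CXCL6* and 0.094 for *CXCL1*.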

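*CHI3L1* (chromosome 1, 203148059 to 203155832 in GRCh37) rose from 0.124 ± 0.0929 CPM in untreated cells to 3.25 ± 0.561 CPM at 24 h and 2.24 ± 0.406 CPM at 48 h (SD, n = 3), log2 fold changes of 4.71 (standard error 0.38, edgeR adjusted p = 2.6e-05) and 4.17 (standard error 0.39, edgeR adjusted p = 6.0e-05). Leaving out 1 sample at a time moved the value at 24 h between 4.19 and 5.37. *TNFSF18* reached 2.23 ± 0.232 CPM at 48 h (SD, n = 3) from 0 reads in each untreated sample. Between 48 h and 24 h the replicates did not overlap, lower at 48 h for *CHI3L1* and higher for *TNFSF18*, but the difference was not significant (edgeR adjusted p = 0.45 and 0.46, or 0.066 and 0.13 without the untreated samples in the fit).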

Other genes involved in inflammation and infection control that have not previously been linked to *Bb* infection were observed as well, most notably tumor necrosis factor superfamily member *tnfsf18* and *chi3l1*. TNFSF18 (GITRL) modulates T lymphocyte survival, and both TNFSF18 and its cognate receptor have been implicated in a number of inflammatory and autoimmune diseases in both human patients and experimental models of systemic lupus erythematosus, autoimmune encephalomyelitis, arthritis, and autoimmune diabetes [43–46].

Chitinase 3-like-1 (Chi3l1) is a secreted glycoprotein expressed by many cell types including stromal cells, activated macrophages, neutrophils, activated microglia, and reactive astrocytes [47–50]. Dysregulation of *chi3l1* has been reported for a number of human diseases characterized by acute or chronic inflammation and tissue remodeling (reviewed in [47]). Notably, *chi3l1* overexpression has been reported specifically in astrocytes associated with reactive gliosis in different acute and chronic neuropathological conditions; particularly those associated with neuroinflammation including multiple sclerosis, encephalitis, schizophrenia, Alzheimer's, ALS, and stroke models [50]. Additionally, it was shown that this overexpression is more abundantly associated with astrocytes in regions of inflammatory cells. Interestingly, expression of CHI3L1 has been suggested to enhance bacterial adhesion and invasion into tissues via binding to bacterial chitin-binding proteins (CBPs) in both inflammatory bowel disease and burn models [51–53]. This is intriguing, as *Bb* is an arthropod-transmitted bacterium that is suggested to encode CBPs [54], and has been well characterized to utilize host proteins to facilitate tissue binding and invasion [55, 56]. Notably, Chi3I1 promotes bacterial resistance and host tolerance during pneumococcal pneumonia, and mice deficient in *chi3I1* succumb more quickly to *Pseudomonas aeruginosa* infection [57, 58]. The significance of CHI3L1 during *Bb* infection is not known, and is currently the subject of further investigation.

We noted several genes involved in developmental processes were over-represented compared to other biological pathways. As astrocytes are key responders to insults in the CNS, play important roles in neurogenesis, and can be induced to form cancer-like stem cells, activation of developmental pathways suggests the intriguing possibility of reprogramming of astrocytes in response to infection [59, 60]. Of particular interest are the number of transcription factors, especially the homeobox and forkhead proteins, induced by *Bb*. 

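Among the homeobox and forkhead genes of Table 2, *SIX6* and *SHOX2* had the largest rises over untreated cells at both time points. *SIX6* (chromosome 14, 60975864 to 60979568 in GRCh37) went from 0.0917 ± 0.0342 CPM to 7.38 ± 0.0577 CPM at 24 h and 10.6 ± 0.749 CPM at 48 h (SD, n = 3), with an edgeR adjusted p of 1.3e-07 and 9.5e-08. *SHOX2* went from 0.0907 ± 0.00902 CPM to 5.70 ± 1.14 CPM and 4.88 ± 0.623 CPM (SD, n = 3). Each untreated sample held between 2 and 4 reads of *SIX6* and 3 reads of *SHOX2*, around the floor. The sizes of both rises are therefore imprecise. *SIX3* had log2 fold changes of 2.56 and 2.64. Each of the 11 HOX cluster genes tested was lower at both time points.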

Because transcription factors control expression of gene networks, changes in these factors might lead to significant downstream changes in cell states.

MicroRNAs have been implicated as important mediators of both Lyme arthritis [61] and Lyme carditis [62], however little is known about the importance of microRNAs for the pathophysiology of neuroborreliosis. We therefore profiled changes in the expression of microRNAs in response to *Bb* in astrocytes. To our knowledge, this is the first report of genome-wide changes in microRNA expression in response to *Bb* infection using a model of neuroborreliosis. Recent work identified upregulation of miR-146a, a key regulator of NF-κB signaling in the joints of *Bb*-infected mice [61]. This upregulation was limited to the joint and had no effect on bacterial clearance or inflammation in other tissues, while miR-155 played a role in Lyme carditis, but had little effect on joint inflammation [62]. While we did not find changes in the expression of hsa-mir-146a or hsa-mir-155 in astrocytes, we did find 38 microRNAs with altered expression. Altered microRNA expression has been implicated in a number of disease processes, including inflammatory CNS disease [63–67]. MicroRNAs known to be implicated in inflammation and cell function in another glial cell type, microglia, were observed, including miR145 (IL4/STAT6 signaling) and miR146b (NF-κB and JAK-STAT signaling) [68]. Notably, several differentially expressed microRNAs identified in this study have been identified in other models of CNS disorders/disease. Bai et al. previously demonstrated that increased expression of miR-143-3p led to decreased tight-junction protein expression and compromised blood-brain-barrier integrity in response to methamphetamine treatment, and that silencing of this microRNA using an antagomir was protective against these effects [69]. Elevated miR-143 has also been identified in plasma microRNA isolated from chronic fatigue syndrome/ encephalomyelitis patients [41]. Additionally, dysregulated miR-135 has been associated with altered anxiety and depression-like behavior, as well as altered responses to antidepressant treatments in mice [70]. As there is substantial overlap between these conditions and the constellation of symptoms often reported in patients with PTLDS or “chronic Lyme disease”, these microRNAs may have utility as biomarkers for complex conditions where there is a disturbance of both immune and nervous systems, and could serve as therapeutic targets where a causal link has been established [71, 72].

It is important to note that current evidence suggests that the damage caused by *Bb* is driven primarily by the host response to infection, not directly by toxins or other bacterial-produced factors. Understanding the host response is therefore key, and transcriptome studies are a small part of putting together the puzzle of *Bb* pathogenesis, host response, and potential long-term sequelae.

## Conclusions

We identified 275 RNAs and 38 microRNAs differentially expressed in human astrocytes in response to the Lyme disease spirochete, *Bb*. The identified genes include both previously characterized and novel gene expression changes associated with *Bb* infection. The expression changes of these RNAs and microRNAs could in part provide an explanation for the persistence of Lyme disease symptoms. Understanding how these changes are maintained over time will be of great importance in developing effective treatments to Lyme disease.

## Materials and Methods

### Bacteria

*B*. *burgdorferi* strain B31 MI-16 is an infectious clone of the sequenced type strain [73, 74] which contains all parental plasmids [75]. Bacteria were grown at 34°C to cell densities of approximately 1 × 10^7^ bacteria/ml in modified Barbour-Stoenner-Kelly (BSK-II) medium supplemented with 6% rabbit serum [76]. Plasmid content was monitored by multiplex PCR as described by Bunikis et al [77].

### Primary cultures of human astrocytes

Primary cultures of human astrocytes were obtained from ScienCell Research Laboratories (Carlsbad, CA; catalog #1800) and maintained on poly-L-lysine coated flasks (2 mg/cm^2^, T-75) in astrocyte medium containing antibiotics penicillin (1,000 units/mL) and streptomycin (1,000 μg/mL) (ScienCell, catalog # 1801). To stimulate the cells, astrocytes were used at passage 3 at approximately 85–90% confluence. Prior to *Bb* stimulation, cells were washed 3x with sterile Dulbecco’s phosphate buffered saline (DPBS) and the medium was replaced with antibiotic-free astrocyte medium. Mean astrocyte density in one representative T75 was determined using an automated cell counter (Invitrogen). Astrocytes were then stimulated with *Bb* at a multiplicity of infection (MOI) of 10:1 for 24 or 48 hours. Non-treatment control flasks were prepared in an identical fashion with the absence of *Bb* infection. Astrocyte viability and adhesion were monitored by light microscopy; at the multiplicity of infection used, *Bb* had no impact on astrocyte viability (data not shown).

### MicroRNA and RNA isolation and cDNA synthesis

MicroRNAs and RNA were simultaneously isolated from the same dish of cells using the miRNeasy kit (Qiagen, Valencia, CA) according to the manufacturer’s instructions. Briefly, after aspiration of media, cells were directly lysed by addition of QIAzol lysis reagent, detached using cell lifters, homogenized and transferred to an RNase-DNase free Eppendorf tube. Cells were treated with chloroform for 2–3 minutes and centrifuged at 12,000 x g for 15 minutes at 4°C. The upper aqueous phase was mixed with 70% ethanol and spun through a Qiagen column. The flow-through was retained and processed for microRNAs, and the column (which contained the RNA fraction) was processed separately, thus yielding both RNA and microRNA from the same dish. Genomic DNA was removed by DNA digestion with RNase-Free DNase Set (catalog # 79254, Qiagen). RNA quality and concentration was assessed using a spectrophotometer (NanoDrop), and by electrophoresis on a 2% agarose gel. MicroRNA quality was assessed using the NanoDrop and by electrophoresis on a 15% NuPAGE gel.

### Library construction, microRNA- and RNA-sequencing

The total RNA isolated as described above was used for 50 bp single-end RNA-Sequencing at the University of Minnesota Genomics Center (UMGC) on the Illumina HiSeq 2000. The quality was assessed by the Agilent Bioanalyzer at their facility and samples with high RNA integrity number (>8) were used for library construction following the manufacturer’s (Illumina) instructions. In summary, 1 microgram of total RNA was oligo-dT purified using oligo-dT coated magnetic beads, chemically fragmented and then reverse transcribed into cDNA. The cDNA was fragmented, blunt-ended, and ligated to indexed (barcoded) adaptors and amplified using 15 cycles of PCR. Final library size distribution was validated using capillary electrophoresis and quantified using fluorimetry (PicoGreen) and via Q-PCR. Indexed libraries were normalized, pooled and then size selected to 320bp +/- 5% using Caliper’s XT instrument. TruSeq libraries were hybridized to a single end flow cell and individual fragments clonally amplified by bridge amplification on the Illumina cBot. Once clustering was complete, the flow cell was loaded on the HiSeq 2000 and sequenced using Illumina’s SBS chemistry. Three biological replicates for each time point of *Bb* treatment were sequenced, resulting in an average of 50 million reads per sample. Base call (.bcl) files for each cycle of sequencing were generated by Illumina Real Time Analysis (RTA) software. The base call files and run folders were then exported to servers maintained at the Minnesota Supercomputing Institute. Primary analysis and de-multiplexing were performed using Illumina’s CASAVA software 1.8.2. The end result of the CASAVA workflow is de-multiplexed FASTQ files that were subject to subsequent analyses as described below.

For micro-RNA sequencing, libraries were prepared in-house and run on the MiSeq at the UND Epigenomics core. Briefly, the TruSeq small RNA sample prep kit (Illumina) was used to add the 3’ and 5’ adapters, reverse transcribe, and amplify the miRNAs from two biological replicates per time point using barcodes as before for each sample. The libraries were purified by excising the bands corresponding to the microRNA fraction (roughly between 145 and 160bp, using the custom RNA ladder from Illumina) on a 15% NuPAGE gel. Libraries were then validated, pooled, and sequenced on the Illumina MiSeq using 50 bp single-end reads, resulting in approximately 2 million reads per sample.

### Data analysis

#### RNA data analysis

Preliminary quality control analysis of the FASTQ files was performed using FastQC v0.11.2 [78]. Reads were aligned to the human genome (hg19) using Tophat v2.0.13 [79]. Fragments were assigned to genes using HTSeq v0.6.1p1 [80]. Differential expression analysis was performed using EdgeR [81], with the FDR controlled at 0.05. Clustering of significant genes was performed using log2(cpm) values. Network mapping and functional analyses were generated through the use of both PANTHER and QIAGEN’s Ingenuity Pathway Analysis (IPA®, QIAGEN Redwood City, www.qiagen.com/ingenuity). RNA fastq files have been submitted to the NCBI Gene Expression Omnibus (GEO) database [82] with experiment series accession number [GSE85143].

#### MicroRNA data analysis

Preliminary quality control analysis of the 9 FASTQ files was carried out using FastQC v0.11.2 [78]. Reads were trimmed by removing the 5’ Small RNA Sequencing Primer and the 3’ RNA adapter using Cutadapt v.1.6 (Martin, 2011). Reads which were shorter than 18nt after trimming were removed. Trimmed reads were further filtered by removing low quality reads with a Phred score <20. Finally, reads which were longer than 27nt were removed. Remaining reads were processed using the mirDeep v2.0.0.5 [83] software package. The mapper module was used to map reads to the human genome (hg19) using Bowtie v.1.1.1 [84]. The quantifier module was used to map the reads to known miRBase v21[85] precursors and determine expression of corresponding miRNAs. Novel and known miRNAs were identified using the miRDeep2 module. The R/Bioconductor package edgeR v3.8.6 [81] was used to identify differentially expressed miRNAs. MicroRNA pathway analysis was performed using DIANA-miRPath v.2.0 [86] using the microT-CDS database for predicted miRNA targets. MicroRNAs vs Pathways heat maps were generated using the “Pathways Union” and “Targeted Pathways Clusters” options. Venn diagrams of differentially expressed miRNAs, and associated pathways and genes were constructed using the R package VennDiagram [87]. miRNA fastq files have been submitted to the NCBI Gene Expression Omnibus (GEO) database [82] with experiment series accession number [GSE85142]. Data were analyzed through the use of QIAGEN’s Ingenuity® Pathway Analysis (IPA®, QIAGEN Redwood City, www.qiagen.com/ingenuity). The networks, functional analyses, and comparison to the RNA targets of miRNAs were generated through the use of QIAGEN’s Ingenuity Pathway Analysis (IPA®, QIAGEN Redwood City, www.qiagen.com/ingenuity).

The datasets generated during and/or analyzed during the current study are available in the GEO repository, with accession numbers GSE85143 (RNA-seq), and GSE85142 (miRNA-seq). Any additional information and/or materials will be available from the corresponding authors on reasonable request.

### Validation of selected transcripts

Changes in individual genes were confirmed using individual PCR primer sets (Qiagen Quantitect primers). Briefly, each reaction contained 6 μl nuclease-free H_2_O, 2 μl primer mix at 10 μM, 10 μl BioRad SYBRGreen Supermix and +/- 2 μl template DNA or water (no template control). The qPCR was performed in 40 cycles following an initial 2 min denaturation at 95°C. Each cycle consisted of a 1 min annealing step performed at 60°C, followed by a 15-sec melting interval at 95°C. Product melting curves were generated at the end of the reaction using a stepped temperature gradient of 0.5°C x 10 sec starting at 60°C. Expression levels of all transcripts were compared to housekeeping gene (GAPDH) and the relative changes in gene expression were compared to those of untreated cells using the 2^-ΔΔCT^ method where C_T_ = threshold cycle. This method was used on each individual example with the untreated sample as the comparator (e.g., ΔΔC_T_ = ΔC_T_ (experimental)–ΔC_T_ (control)) [29]. All samples were analyzed in triplicate from three independent biological replicates per time point. *Bb*-infected samples were compared to uninfected controls as determined by one-way ANOVA followed by Holm-Sidak comparison to control group. Groups were considered significantly different from control samples if p<0.05.

### Enzyme-linked immunosorbent assays

Culture supernatants were removed after stimulation and stored at -80°C. ELISA for ANGPTL4, CXCL1, CXCL6, DKK1, SERPING1, STC1, TGFA, and THBD was performed according to the manufacturer’s instructions (R&D Systems, Minneapolis, MN). Briefly, all reagents were brought to room temperature and prepared as instructed. Plates were coated overnight with 100 μl of appropriate capture antibody. Following aspiration and wash, 100 μl of appropriate chemokine standards, controls, or sample were added to each well. Plates were incubated for 2 hours at room temperature. Following aspiration and wash, 100 μl of antibody conjugate was added to each well, followed by a 2-hour incubation at room temperature. Following aspiration and washes, the chemokine of interest was detected by adding a chromogenic substrate followed by a stop solution. Plates were read at an optical density of 450 nm on a BioTek Epoch plate reader. Samples were run in triplicate and data pooled from each treatment group. *Bb*-infected samples were compared to uninfected controls as determined by Student’s t-test. Groups were considered significantly different from control samples if p<0.05.

## Supporting Information

S1 Fig Multidimensional scaling (MDS) plot of RNA-seq data. MDS plots were created using edgeR from the RNA-seq data from the untreated and *Bb* treatments for each day. The plots indicated that the replicates clustered together by treatment groups with no outliers. Untreated samples are seen in green, 24h treatments in black and 48h treatments in red.
(TIFF) Click here for additional data file.

S2 Fig IPA canonical pathways. Genes that are significantly altered following *Bb* treatment were uploaded to the Ingenuity Pathway Analysis website and were analyzed by their proprietary software, which classified the genes into distinct pathways.
(PNG) Click here for additional data file.

S1 File Significant differential expression gene list (RNAs). 

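Of the 275 genes that the paper's S1 File lists at 24 h, 274 passed both thresholds here, and of the 275 at 48 h, 273 did. A further 21 genes at 24 h and 20 at 48 h passed here and are not in that list. The log2 fold changes differed from those listed by at most 0.037 at 24 h and 0.038 at 48 h. The listed FDR and p-values correspond to 13325 tested genes, against 13581 here.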

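Among genes past both thresholds whose replicates did not overlap, the largest rises at 24 h were those of *TNFSF18* (log2 fold change 8.76), *TMEM108-AS1* (8.52), *SIX6* (6.30), *C14orf39* (6.06) and *SHOX2* (5.93). At 48 h *ECEL1P2* (6.21) was also among the largest. All of these genes had between 0 and 4 reads in each untreated sample, around the floor, so their sizes and ranks are imprecise. *TNFSF18* and *TMEM108-AS1* had 0 reads in every untreated sample. *C14orf39* (chromosome 14, 60863187 to 60982261 in GRCh37, minus strand) overlaps *SIX6* on the other strand, so reads that fall on both genes could be left out by the counting. The counts of both genes are therefore imprecise. Large falls at 24 h included *CTAG2* (-7.06), *IGFL3* (-6.55), *LOC400043* (-6.50), *FKBP1AP1* (-6.39) and *MMP13* (-5.83). *CTAG2* and *LOC400043* held 0 or 1 read in each 24 h *Bb* sample, so the sizes of their falls are also imprecise. *FKBP1AP1* is a processed pseudogene and *ECEL1P2* an unprocessed one, and their reads could be shared with the genes they resemble. *IGFL3* varied between untreated replicates (13.0 ± 11.0 CPM, SD, n = 3).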

Transcripts that were significantly different (FDR of 0.05 or below, four-fold change) between the untreated and the *Bb* treated groups are listed.
(XLSX) Click here for additional data file.

S2 File IPA core analysis. Ingenuity Pathway Analysis generated a core analysis using RNA sequencing data that we uploaded to their website.
(PDF) Click here for additional data file.

S3 File IPA networks. The RNA-seq expression value changes (S1 File) were uploaded to the Ingenuity Pathway Analysis website and were analyzed by their proprietary software. The IPA Network Generation Algorithm created these networks. Top functions of the genes were related to cellular assembly and organization, connective tissue development and function, neurological disease. Node (gene) and edge (gene relationship) symbols are described in the key on the last page after the network images. The intensity of the node color indicates the degree of upregulation (red), downregulation (green) or uncolored (grey). Genes in uncolored nodes were not identified as differentially expressed in our experiment, and were integrated into the computationally generated networks on the basis of the evidence stored in the IPA knowledge memory indicating a relevance to this network. The node shapes denote enzymes, phosphatases, kinases, peptidases, G-protein coupled receptor, transmembrane receptor, cytokines, growth factor, ion channel, transporter, translation factor, nuclear receptor, transcription factor and other (key).
(PDF) Click here for additional data file.

S4 File Significant differential expression gene list (microRNAs). List of microRNAs that were significantly different (p-value of 0.01 or below, four-fold change) between the untreated and the *Bb* treated groups.
(XLSX) Click here for additional data file.

# Supplementary material for: MicroRNA and mRNA Transcriptome Profiling in Primary Human Astrocytes Infected with Borrelia burgdorferi
**Source:** PLoS One. 2017 Jan 30;12(1):e0170961. doi: 10.1371/journal.pone.0170961
**Supplement:** S2 File — Ingenuity Pathway Analysis generated a core analysis using RNA sequencing data that we uploaded to their website.

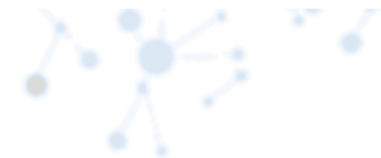

Analysis Name: IPA\_161107\_24hvsU\_Sig\_Genes\_core\_analysis

Analysis Creation Date: 2016-11-17

Build version: 400896M

Content version: 28820210 (Release Date: 2016-09-24)

### Analysis Settings

Reference set: Ingenuity Knowledge Base (Genes Only)

Relationship to include: Direct and Indirect

Includes Endogenous Chemicals

Optional Analyses: My Pathways My List

Filter Summary:

Consider only relationships where

confidence = Experimentally Observed

### Top Canonical Pathways

| Name                                                                           | p-value  | Overlap      |
|--------------------------------------------------------------------------------|----------|--------------|
| Hepatic Fibrosis / Hepatic Stellate Cell Activation                            | 4.51E-08 | 7.7 % 14/183 |
| Agranulocyte Adhesion and Diapedesis                                           | 1.78E-05 | 5.8 % 11/189 |
| Role of IL-17F in Allergic Inflammatory Airway Diseases                        | 1.73E-04 | 11.4 % 5/44  |
| Role of IL-17A in Psoriasis                                                    | 4.40E-04 | 23.1 % 3/13  |
| Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis | 1.28E-03 | 3.6 % 11/309 |

### Top Upstream Regulators

| Upstream Regulator | p-value of overlap | Predicted Activation |
|--------------------|--------------------|----------------------|
| TNF                | 3.41E-14           |                      |
| HGF                | 2.18E-13           |                      |
| IFNG               | 9.77E-13           |                      |
| dexamethasone      | 1.14E-12           |                      |
| Vegf               | 9.30E-12           | Activated            |

### Top Diseases and Bio Functions

#### Diseases and Disorders

| Name                                   | p-value             | #Molecules |
|----------------------------------------|---------------------|------------|
| Cancer                                 | 2.05E-03 - 1.37E-12 | 244        |
| Organismal Injury and Abnormalities    | 2.19E-03 - 1.37E-12 | 248        |
| Dermatological Diseases and Conditions | 1.91E-03 - 5.23E-12 | 149        |
| Gastrointestinal Disease               | 2.05E-03 - 2.24E-10 | 221        |
| Reproductive System Disease            | 1.67E-03 - 2.76E-08 | 148        |

#### Molecular and Cellular Functions

| Name                                   | p-value             | #Molecules |
|----------------------------------------|---------------------|------------|
| Cellular Movement                      | 2.19E-03 - 4.90E-11 | 80         |
| Cellular Growth and Proliferation      | 2.06E-03 - 5.99E-10 | 124        |
| Cellular Development                   | 2.06E-03 - 1.58E-07 | 100        |
| Cell-To-Cell Signaling and Interaction | 2.06E-03 - 5.20E-07 | 63         |
| Lipid Metabolism                       | 2.01E-03 - 4.35E-06 | 37         |

### Physiological System Development and Function

| Name                                                  | p-value             | #Molecules |
|-------------------------------------------------------|---------------------|------------|
| Cardiovascular System Development and Function        | 2.19E-03 - 1.07E-13 | 69         |
| Organismal Development                                | 2.06E-03 - 2.71E-10 | 93         |
| Embryonic Development                                 | 2.06E-03 - 8.82E-09 | 76         |
| Skeletal and Muscular System Development and Function | 2.06E-03 - 2.76E-07 | 62         |
| Connective Tissue Development and Function            | 2.06E-03 - 4.31E-07 | 46         |

### Top Tox Functions

#### Assays: Clinical Chemistry and Hematology

| Name                                     | p-value             | #Molecules |
|------------------------------------------|---------------------|------------|
| Increased Levels of Albumin              | 6.95E-02 - 1.19E-02 | 2          |
| Decreased Levels of Albumin              | 4.69E-02 - 4.69E-02 | 1          |
| Increased Levels of ALT                  | 8.06E-02 - 8.06E-02 | 1          |
| Increased Levels of LDH                  | 1.65E-01 - 1.65E-01 | 1          |
| Increased Levels of Alkaline Phosphatase | 2.12E-01 - 2.12E-01 | 2          |

### Cardiotoxicity

| Name                | p-value             | #Molecules |
|---------------------|---------------------|------------|
| Cardiac Dysfunction | 2.83E-01 - 1.64E-03 | 8          |
| Cardiac Infarction  | 3.62E-01 - 2.00E-03 | 10         |
| Cardiac Fibrosis    | 2.14E-01 - 2.19E-03 | 5          |
| Cardiac Arrhythmia  | 3.74E-01 - 3.50E-03 | 8          |
| Cardiac Stenosis    | 5.83E-02 - 8.65E-03 | 4          |

**Hepatotoxicity**

| Name                                 | p-value             | #Molecules |
|--------------------------------------|---------------------|------------|
| Liver Hyperplasia/Hyperproliferation | 3.35E-01 - 5.06E-04 | 103        |
| Liver Inflammation/Hepatitis         | 2.04E-01 - 6.18E-04 | 9          |
| Glutathione Depletion In Liver       | 1.65E-03 - 1.65E-03 | 3          |
| Liver Cirrhosis                      | 1.38E-01 - 1.19E-02 | 5          |
| Liver Fibrosis                       | 2.41E-01 - 1.96E-02 | 5          |

**Nephrotoxicity**

| Name                      | p-value             | #Molecules |
|---------------------------|---------------------|------------|
| Renal Proliferation       | 1.03E-01 - 1.85E-03 | 9          |
| Renal Hypoplasia          | 3.54E-02 - 3.93E-03 | 4          |
| Glomerular Injury         | 4.58E-01 - 5.99E-03 | 10         |
| Renal Damage              | 3.03E-01 - 5.99E-03 | 7          |
| Renal Necrosis/Cell Death | 2.41E-01 - 8.27E-03 | 12         |

**Top Regulator Effect Networks**

| ID | Regulators      | Diseases & Functions                              | Consistency Score |
|----|-----------------|---------------------------------------------------|-------------------|
| 1  | KAT6A,RELA,SPP1 | influx of neutrophils,transformation of vertebrae | 3.889             |
| 2  | CCL11,SPP1      | binding of cells                                  | 3.13              |

|   |        |                             |        |
|---|--------|-----------------------------|--------|
| 3 | NFE2L2 | binding of tumor cell lines | -7.506 |
| 4 | Vegf   | binding of tumor cell lines | -22.0  |

### Top Networks

| ID | Associated Network Functions                                                                                     | Score |
|----|------------------------------------------------------------------------------------------------------------------|-------|
| 1  | Vitamin and Mineral Metabolism, Connective Tissue Development and Function, Lipid Metabolism                     | 40    |
| 2  | Tissue Development, Cardiovascular Disease, Organismal Injury and Abnormalities                                  | 38    |
| 3  | Connective Tissue Development and Function, Connective Tissue Disorders, Nervous System Development and Function | 31    |
| 4  | Connective Tissue Disorders, Organismal Injury and Abnormalities, Cancer                                         | 27    |
| 5  | Drug Metabolism, Glutathione Depletion In Liver, Protein Synthesis                                               | 25    |

### Top Tox Lists

| Name                                       | p-value  | Overlap     |
|--------------------------------------------|----------|-------------|
| Hepatic Fibrosis                           | 3.42E-06 | 8.9 % 9/101 |
| Glutathione Depletion - Phase II Reactions | 1.65E-03 | 15.0 % 3/20 |
| Increases Heart Failure                    | 2.49E-03 | 13.0 % 3/23 |
| Increases Cardiac Dysfunction              | 3.42E-03 | 7.7 % 4/52  |
| Acute Renal Failure Panel (Rat)            | 6.43E-03 | 6.5 % 4/62  |

### Top Analysis-Ready Molecules

#### Exp Log Ratio up-regulated

| Molecules | Exp. Value | Exp. Chart |
|-----------|------------|------------|
| TNFSF18   | ↑ 8.786    |            |
| SIX6      | ↑ 6.299    |            |
| C14orf39  | ↑ 6.061    |            |
| SHOX2     | ↑ 5.928    |            |
| RNF5P1    | ↑ 5.602    |            |

|               |         |
|---------------|---------|
| <b>GSTM1</b>  | ↑ 5.479 |
| <b>IL1B</b>   | ↑ 5.421 |
| <b>LYVE1</b>  | ↑ 5.297 |
| <b>LIPH</b>   | ↑ 5.204 |
| <b>CHI3L1</b> | ↑ 4.712 |

**Exp Log Ratio down-regulated**

| Molecules       | Exp. Value | Exp. Chart |
|-----------------|------------|------------|
| <b>GSTT1</b>    | ↓ -11.037  |            |
| <b>CTAG2</b>    | ↓ -7.067   |            |
| <b>IGFL3</b>    | ↓ -6.550   |            |
| <b>FKBP1AP1</b> | ↓ -6.393   |            |
| <b>HAPLN1</b>   | ↓ -6.271   |            |
| <b>PLN</b>      | ↓ -6.239   |            |
| <b>MMP13</b>    | ↓ -5.832   |            |
| <b>HOXD4</b>    | ↓ -4.858   |            |
| <b>RARRES2</b>  | ↓ -4.517   |            |
| <b>HOXA2</b>    | ↓ -4.459   |            |

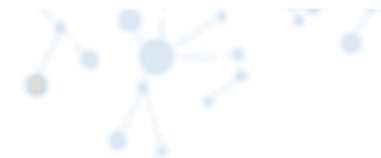

Analysis Name: IPA\_161107\_48hvsU\_Sig\_Genes -core analysis

Analysis Creation Date: 2016-11-17

Build version: 400896M

Content version: 28820210 (Release Date: 2016-09-24)

### Analysis Settings

Reference set: Ingenuity Knowledge Base (Genes Only)

Relationship to include: Direct and Indirect

Includes Endogenous Chemicals

Optional Analyses: My Pathways My List

Filter Summary:

Consider only relationships where

confidence = Experimentally Observed

### Top Canonical Pathways

| Name                                                    | p-value  | Overlap      |
|---------------------------------------------------------|----------|--------------|
| Hepatic Fibrosis / Hepatic Stellate Cell Activation     | 1.83E-06 | 6.6 % 12/183 |
| Role of IL-17F in Allergic Inflammatory Airway Diseases | 1.60E-04 | 11.4 % 5/44  |
| Intrinsic Prothrombin Activation Pathway                | 3.50E-04 | 13.8 % 4/29  |
| Agranulocyte Adhesion and Diapedesis                    | 4.12E-04 | 4.8 % 9/189  |
| Role of IL-17A in Psoriasis                             | 4.20E-04 | 23.1 % 3/13  |

### Top Upstream Regulators

| Upstream Regulator | p-value of overlap | Predicted Activation |
|--------------------|--------------------|----------------------|
| TNF                | 7.62E-14           |                      |
| dexamethasone      | 1.92E-13           |                      |
| tretinoin          | 8.53E-11           |                      |
| IFNG               | 1.29E-10           |                      |
| okadaic acid       | 2.15E-10           |                      |

### Top Diseases and Bio Functions

#### Diseases and Disorders

| Name                                   | p-value             | #Molecules |
|----------------------------------------|---------------------|------------|
| Cancer                                 | 9.60E-04 - 1.90E-10 | 238        |
| Organismal Injury and Abnormalities    | 9.64E-04 - 1.90E-10 | 242        |
| Dermatological Diseases and Conditions | 8.63E-04 - 2.18E-10 | 142        |
| Gastrointestinal Disease               | 9.60E-04 - 3.51E-09 | 214        |
| Connective Tissue Disorders            | 9.64E-04 - 6.06E-09 | 65         |

#### Molecular and Cellular Functions

| Name                              | p-value             | #Molecules |
|-----------------------------------|---------------------|------------|
| Cellular Growth and Proliferation | 8.98E-04 - 3.33E-13 | 129        |
| Cellular Movement                 | 9.31E-04 - 4.40E-10 | 81         |
| Cellular Development              | 9.64E-04 - 2.58E-09 | 115        |
| Lipid Metabolism                  | 5.05E-04 - 1.78E-07 | 44         |
| Small Molecule Biochemistry       | 7.62E-04 - 1.78E-07 | 52         |

### Physiological System Development and Function

| Name                                           | p-value             | #Molecules |
|------------------------------------------------|---------------------|------------|
| Cardiovascular System Development and Function | 9.62E-04 - 2.73E-12 | 63         |
| Embryonic Development                          | 8.98E-04 - 5.17E-11 | 85         |
| Organismal Development                         | 9.62E-04 - 5.17E-11 | 119        |
| Connective Tissue Development and Function     | 9.64E-04 - 6.06E-09 | 66         |
| Nervous System Development and Function        | 9.31E-04 - 6.06E-09 | 70         |

### Top Tox Functions

#### Assays: Clinical Chemistry and Hematology

| Name                                | p-value             | #Molecules |
|-------------------------------------|---------------------|------------|
| Increased Levels of Albumin         | 6.84E-02 - 1.17E-02 | 2          |
| Decreased Levels of Albumin         | 4.62E-02 - 4.62E-02 | 1          |
| Increased Levels of ALT             | 2.20E-01 - 7.94E-02 | 2          |
| Increased Levels of LDH             | 1.62E-01 - 1.62E-01 | 1          |
| Increased Levels of Red Blood Cells | 3.33E-01 - 3.33E-01 | 2          |

### Cardiotoxicity

| Name                               | p-value             | #Molecules |
|------------------------------------|---------------------|------------|
| Pulmonary Hypertension             | 3.48E-02 - 3.60E-04 | 7          |
| Cardiac Dysfunction                | 2.77E-01 - 1.47E-03 | 8          |
| Cardiac Fibrosis                   | 2.11E-01 - 2.09E-03 | 6          |
| Cardiac Congestive Cardiac Failure | 2.29E-03 - 2.29E-03 | 6          |
| Heart Failure                      | 3.47E-01 - 2.29E-03 | 9          |

**Hepatotoxicity**

| Name                                 | p-value             | #Molecules |
|--------------------------------------|---------------------|------------|
| Liver Inflammation/Hepatitis         | 5.42E-01 - 3.90E-05 | 10         |
| Glutathione Depletion In Liver       | 1.57E-03 - 1.57E-03 | 3          |
| Liver Hematopoiesis                  | 5.81E-03 - 5.81E-03 | 2          |
| Liver Hyperplasia/Hyperproliferation | 3.31E-01 - 7.88E-03 | 95         |
| Liver Cirrhosis                      | 5.29E-02 - 1.17E-02 | 8          |

**Nephrotoxicity**

| Name                | p-value             | #Molecules |
|---------------------|---------------------|------------|
| Renal Dysplasia     | 3.48E-02 - 1.57E-03 | 3          |
| Renal Proliferation | 6.84E-02 - 1.74E-03 | 11         |
| Renal Hypoplasia    | 3.48E-02 - 3.71E-03 | 4          |
| Renal Damage        | 2.99E-01 - 4.82E-03 | 7          |
| Renal Tubule Injury | 4.82E-03 - 4.82E-03 | 5          |

**Top Regulator Effect Networks**

| ID | Regulators                        | Diseases & Functions | Consistency Score |
|----|-----------------------------------|----------------------|-------------------|
| 1  | Akt,APOE,CYR61,Insulin,SPP1,WISP2 | mammary tumor        | 1.94              |
| 2  | RELA                              | mammary tumor        | -4.95             |

| ID | Associated Network Functions                                                                  | Score |
|----|-----------------------------------------------------------------------------------------------|-------|
| 1  | Cancer, Connective Tissue Disorders, Organismal Injury and Abnormalities                      | 36    |
| 2  | Neurological Disease, Skeletal and Muscular Disorders, Cancer                                 | 32    |
| 3  | Cell-To-Cell Signaling and Interaction, Cellular Assembly and Organization, Cellular Movement | 24    |
| 4  | Drug Metabolism, Glutathione Depletion In Liver, Protein Synthesis                            | 23    |
| 5  | Connective Tissue Development and Function, Connective Tissue Disorders, Organ Morphology     | 23    |

| Name                                                   | p-value  | Overlap     |
|--------------------------------------------------------|----------|-------------|
| Hepatic Fibrosis                                       | 2.55E-05 | 7.9 % 8/101 |
| Glutathione Depletion - Phase II Reactions             | 1.57E-03 | 15.0 % 3/20 |
| Cytochrome P450 Panel - Substrate is a Vitamin (Human) | 2.00E-03 | 33.3 % 2/6  |
| Increases Heart Failure                                | 2.38E-03 | 13.0 % 3/23 |
| Cytochrome P450 Panel - Substrate is a Vitamin (Mouse) | 2.78E-03 | 28.6 % 2/7  |

### Exp Log Ratio up-regulated

| Molecules       | Exp. Value                                                                                  | Exp. Chart |
|-----------------|---------------------------------------------------------------------------------------------|------------|
| <b>TNFSF18</b>  |  9.187 |            |
| <b>SIX6</b>     |  6.823 |            |
| <b>C14orf39</b> |  6.432 |            |
| ECEL1P2         |  6.209 |            |
| <b>LIPH</b>     |  6.016 |            |
| <b>RNF5P1</b>   |  5.715 |            |
| <b>SHOX2</b>    |  5.699 |            |

|       |         |
|-------|---------|
| GSTM1 | ↑ 5.361 |
| IL1B  | ↑ 5.194 |
| LYVE1 | ↑ 5.098 |

Exp Log Ratio down-regulated

| Molecules | Exp. Value | Exp. Chart |
|-----------|------------|------------|
| GSTT1     | ↓ -10.944  |            |
| CTAG2     | ↓ -8.868   |            |
| FKBP1AP1  | ↓ -7.324   |            |
| MMP13     | ↓ -6.478   |            |
| IGFL3     | ↓ -6.015   |            |
| HOXD4     | ↓ -5.504   |            |
| HAPLN1    | ↓ -5.147   |            |
| EN2       | ↓ -4.793   |            |
| HSD17B2   | ↓ -4.218   |            |
| HOXA3     | ↓ -3.899   |            |

# Supplementary material for: MicroRNA and mRNA Transcriptome Profiling in Primary Human Astrocytes Infected with Borrelia burgdorferi
**Source:** PLoS One. 2017 Jan 30;12(1):e0170961. doi: 10.1371/journal.pone.0170961
**Supplement:** S3 File — The RNA-seq expression value changes (S1 File) were uploaded to the Ingenuity Pathway Analysis website and were analyzed by their proprietary software. The IPA Network Generation Algorithm created these networks. Top functions of the genes were related to cellular assembly and organization, connective tissue development and function, neurological disease. Node (gene) and edge (gene relationship) symbols are described in the key on the last page after the network images. The intensity of the node color indicates the degree of upregulation (red), downregulation (green) or uncolored (grey). Genes in uncolored nodes were not identified as differentially expressed in our experiment, and were integrated into the computationally generated networks on the basis of the evidence stored in the IPA knowledge memory indicating a relevance to this network. The node shapes denote enzymes, phosphatases, kinases, peptidases, G-protein coupled receptor, transmembrane receptor, cytokines, growth factor, ion channel, transporter, translation factor, nuclear receptor, transcription factor and other (key).

## Supplementary information File S3

Ingenuity Pathway Analysis (IPA) generated networks using transcripts that are differentially expressed between untreated and Bb-treated samples.

### S3.1. Network of genes significantly differentially expressed in untreated vs. 24h samples.

Network 1. Vitamin and Mineral Metabolism, Connective Tissue Development and Function, Lipid Metabolism.

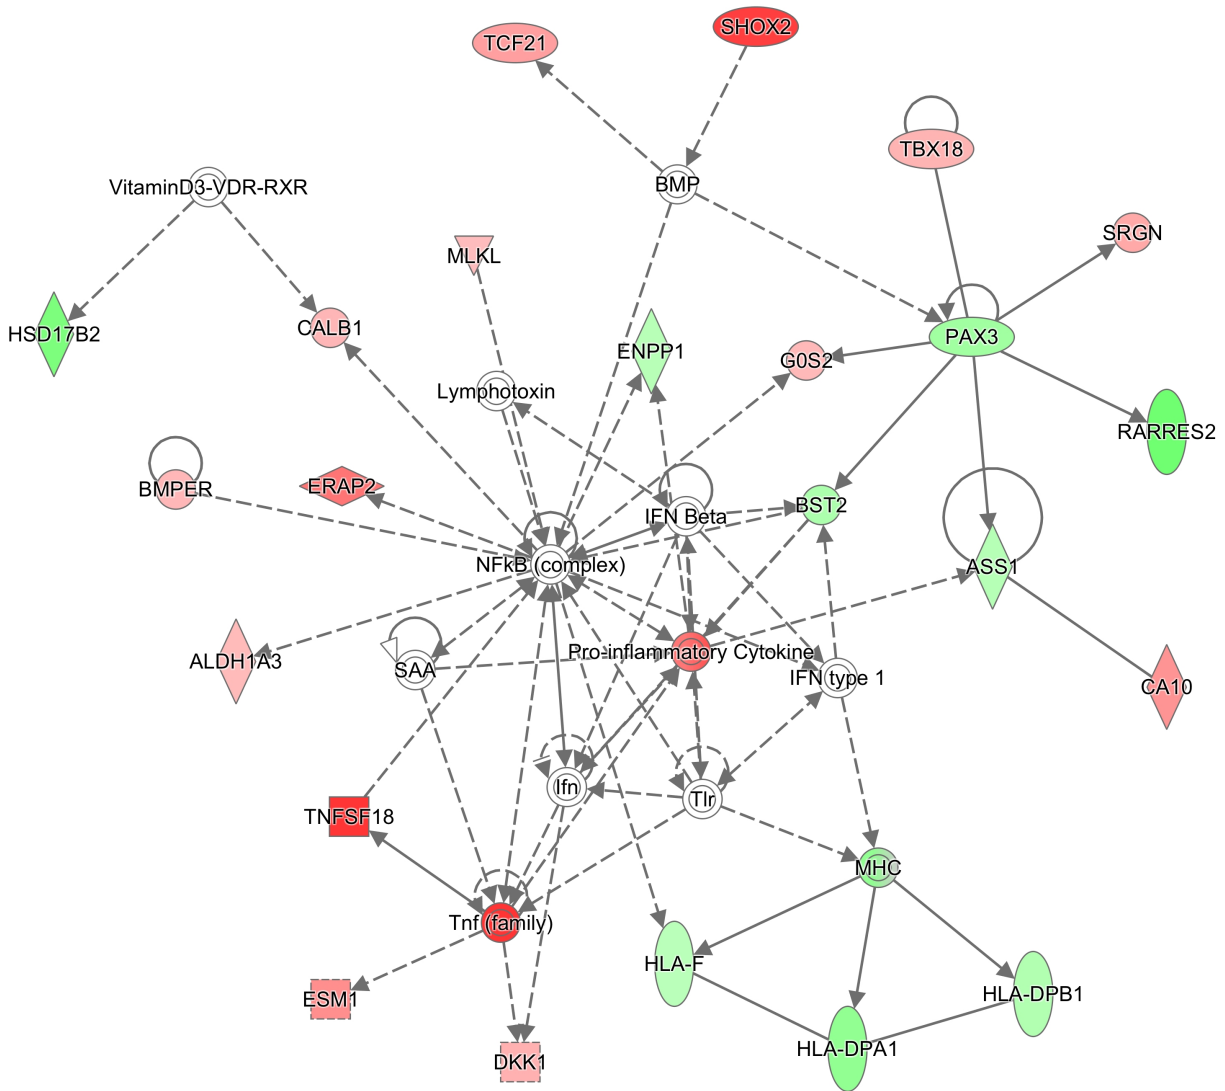

## Network 2. Tissue Development, Cardiovascular Disease, Organismal Injury and Abnormalities

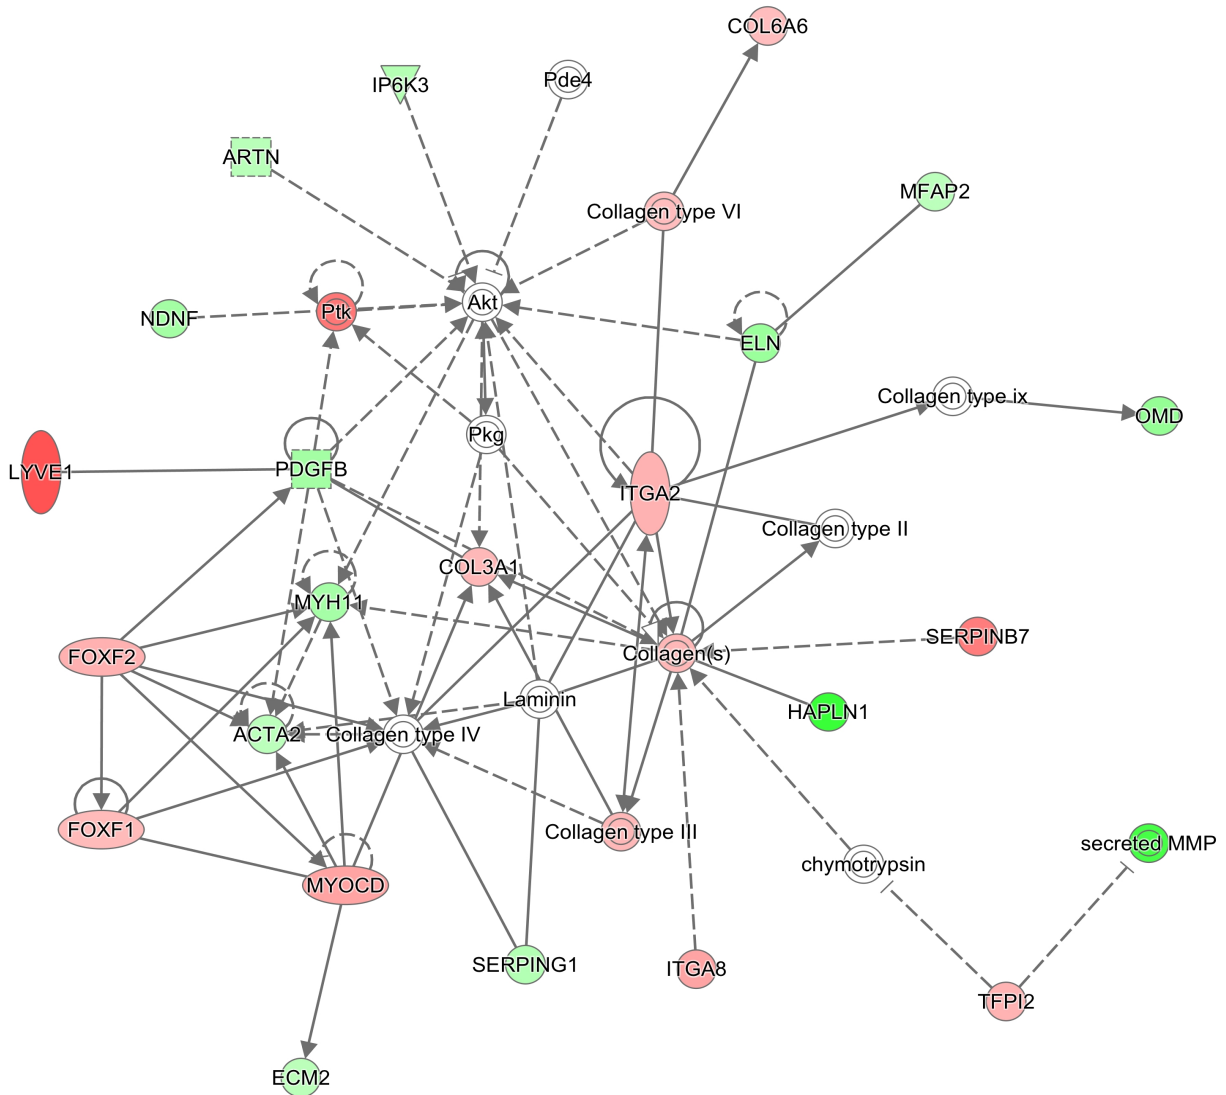

© 2000-2016 QIAGEN. All rights reserved.

Network 3. Connective Tissue Development and Function, Connective Tissue Disorders, Nervous System Development and Function

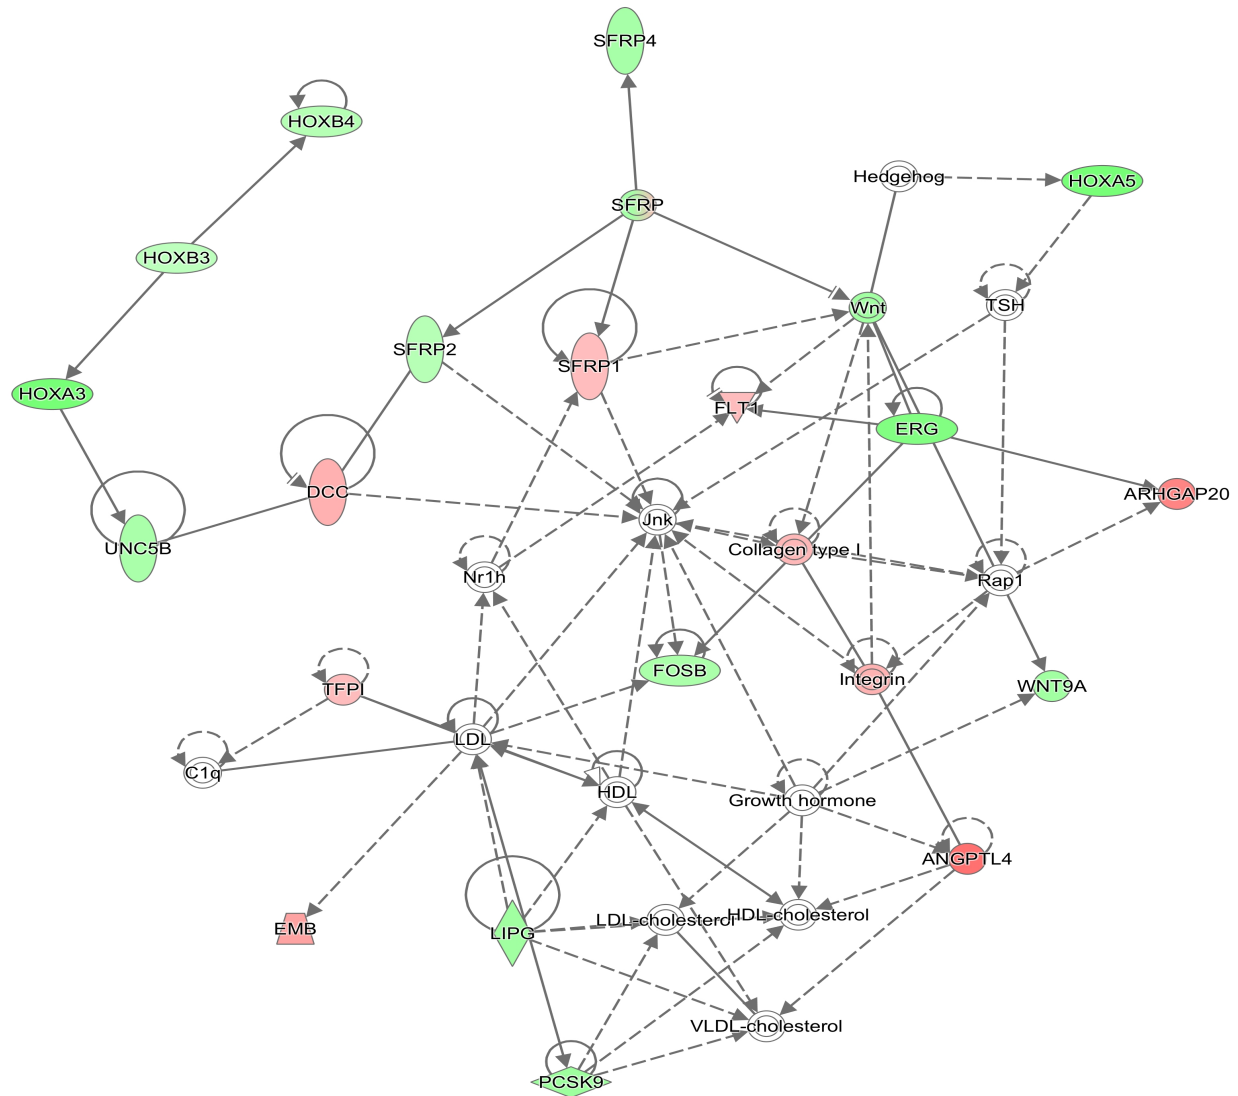

© 2000-2016 QIAGEN. All rights reserved.

## Network 4. Connective Tissue Disorders, Organismal Injury and Abnormalities, Cancer

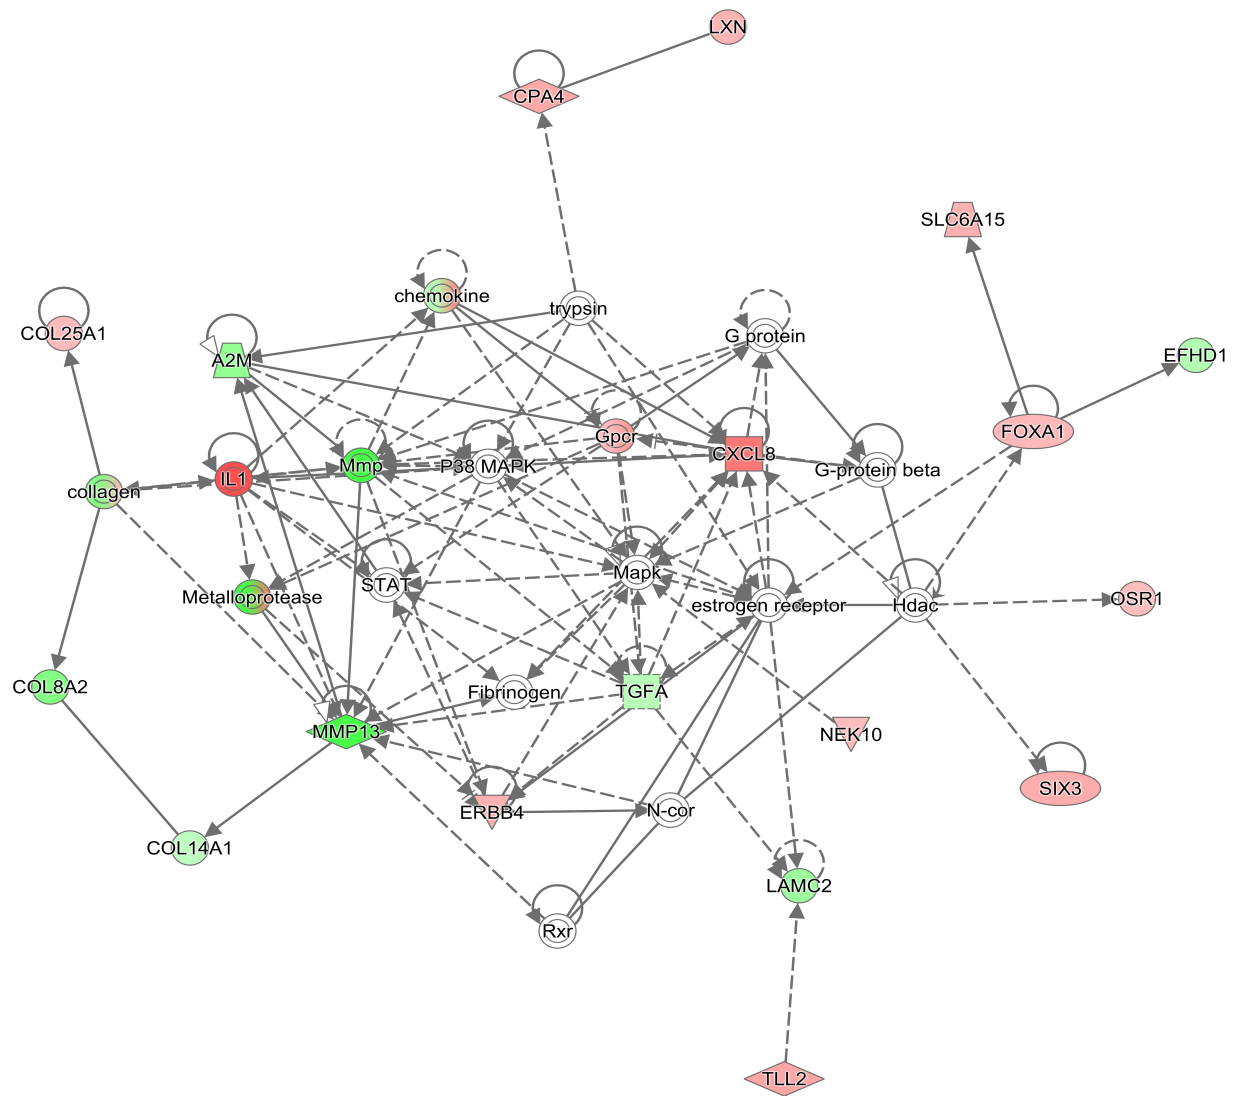

© 2000-2016 QIAGEN. All rights reserved.

### S3.2. Network of genes significantly differentially expressed in untreated vs. 48h samples.

#### Network 1. Cancer, Connective Tissue Disorders, Organismal Injury and Abnormalities

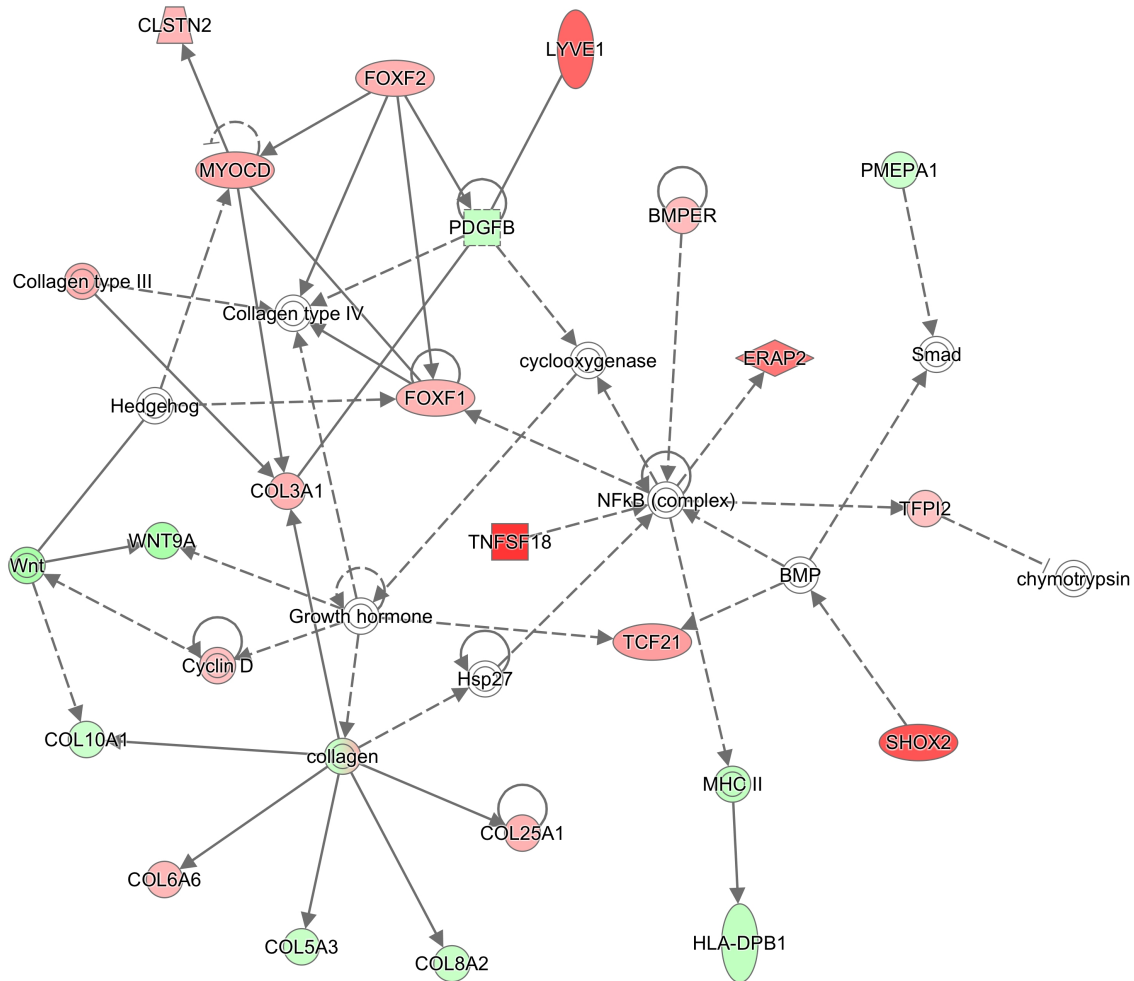

© 2000-2016 QIAGEN. All rights reserved.

© 2000-2016 QIAGEN. All rights reserved.

Network 3. Cell-To-Cell Signaling and Interaction, Cellular Assembly and Organization, Cellular Movement

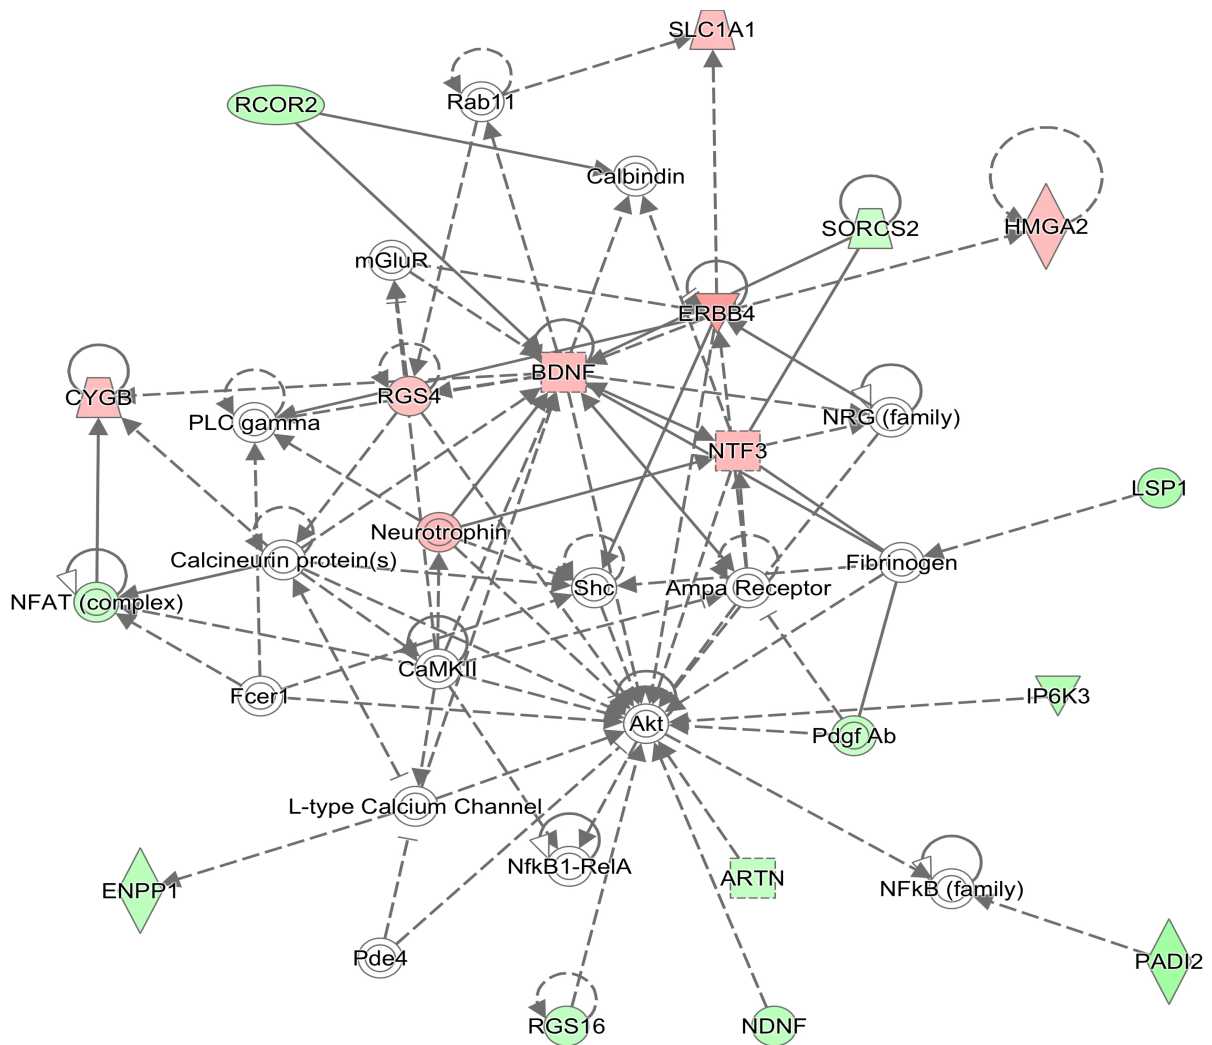

© 2000-2016 QIAGEN. All rights reserved.

## Network 9. Cellular Movement, Hematological System Development and Function, Immune Cell Trafficking

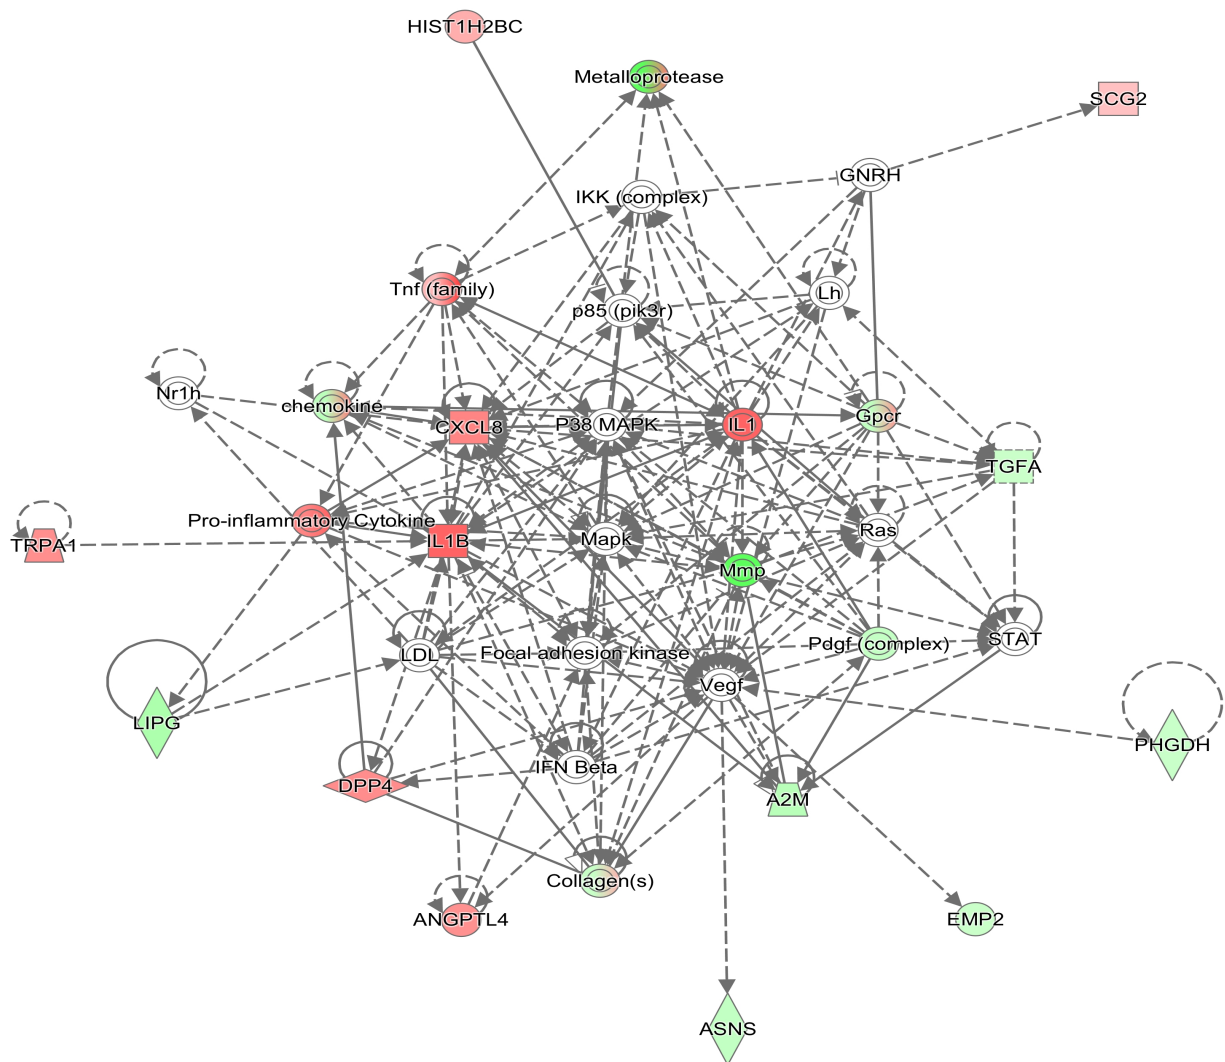

© 2000-2016 QIAGEN. All rights reserved.

## Legends

### Default Molecule Colors

-  Dataset file genes. Non-Focus\*
-  KB genes - Not part of dataset file.
-  Focus genes are colored according to user's preferences.
-  Indicates shared nodes from 2 or more analyses.

\*For dataset files that contain only identifiers (i.e. no expression values), the color gray identifies the Focus Genes from that dataset.

- |               |                                                                                                                                               |
|---------------|-----------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Red</b>    | User input molecule that is upregulated (ie. has a positive (+) expression value) and whose expression value meets the user defined cutoff.   |
| <b>Green</b>  | User input molecule that is downregulated (ie. has a negative (-) expression value) and whose expression value meets the user defined cutoff. |
| <b>Gray</b>   | User input molecule. Neither up nor down-regulated or does not meet the user-defined cutoff.                                                  |
| <b>White</b>  | Molecule that is not user specified, but incorporated into the network through relationships with other molecules.                            |
| <b>[Blue]</b> | For canonical pathways, molecules that are members of the network being examined are outlined in blue.                                        |

### Molecule color intensity

The intensity of green and red molecule colors indicates the degree of down or upregulation, respectively. If normalized ratio, fold-change or log ratio/log fold-change is chosen as Expression Value type, a greater intensity of green represents a higher degree of downregulation, and a greater intensity of red represents a higher degree of upregulation. In contrast, for the expression value type p-value all Focus molecules are red by default; and a higher color intensity represents a lower (and thus more significant) p-value.

Molecule coloring can be customized by adjusting the [Application Preferences](#).

## Molecule Shapes

| Network Shapes                                                                      |                                   |
|-------------------------------------------------------------------------------------|-----------------------------------|
|    | Cytokine                          |
|    | Growth Factor                     |
|    | Chemical / Drug / Toxicant        |
|    | Enzyme                            |
|    | G-protein Coupled Receptor        |
|    | Ion Channel                       |
|    | Kinase                            |
| 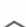   | Ligand-dependent Nuclear Receptor |
|    | Peptidase                         |
|    | Phosphatase                       |
|    | Transcription Regulator           |
|    | Translation Regulator             |
|    | Transmembrane Receptor            |
|  | Transporter                       |
| 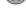 | microRNA                          |
|  | Complex / Group                   |
|  | Other                             |

| Path Designer Shapes                                                                |                                   |
|-------------------------------------------------------------------------------------|-----------------------------------|
|    | Cytokine / Growth Factor          |
|    | Drug                              |
|    | Chemical / Toxicant               |
|    | Enzyme                            |
|    | G-protein Coupled Receptor        |
|    | Ion Channel                       |
|    | Kinase                            |
|    | Ligand-dependent Nuclear Receptor |
|    | Peptidase                         |
|    | Phosphatase                       |
|    | Transcription Regulator           |
|    | Translation Regulator             |
| 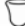   | Transmembrane Receptor            |
|  | Transporter                       |
|  | microRNA                          |
|  | Complex / Group                   |
|  | Other                             |

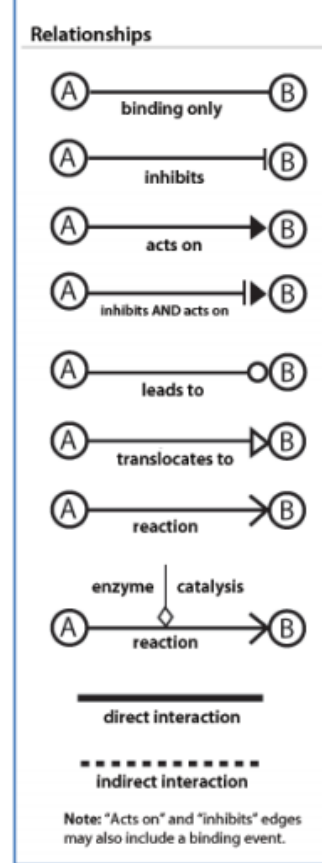

### **Relationship Labels**

**A Activation**

**B Binding**

**C Causes/Leads to**

**CC Chemical-Chemical interaction**

**CP Chemical-Protein interaction**

**E Expression (includes metabolism/ synthesis for chemicals)**

**EC Enzyme Catalysis**

**I Inhibition**

**L ProteoLysis (includes degradation for Chemicals)**

**LO Localization**

**M Biochemical Modification**

**MB Group/complex Membership**

**P Phosphorylation/Dephosphorylation**

**PD Protein-DNA binding**

**PP Protein-Protein binding**

**PR Protein-RNA binding**

**RB Regulation of Binding**

**RE Reaction**

**RR RNA-RNA Binding**

**T Transcription**

**TR Translocation**

How the deposited data were processed for this re-analysis (not part of the article)

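Gene expression was measured by RNA-seq in primary human astrocytes that were untreated (n = 3) or kept with *Bb* for 24 h (n = 3) or 48 h (n = 3). The authors aligned reads to hg19 with TopHat, assigned them to genes with HTSeq and deposited the raw read counts per gene symbol for each sample. The counts had not been normalized or filtered by the authors. Between 31838959 and 36675179 reads per sample were counted on genes, so 3 reads correspond to between 0.0818 and 0.0942 CPM before normalization. With the TMM library sizes 3 reads correspond to between 0.0815 and 0.0995 CPM, and genes near that level have little precision. The labels describe the untreated samples as 24 h uninfected controls and the paper as 0 h.

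From the deposited counts, genes above 1 CPM in at least 3 of the 9 samples were kept (13581 genes). Counts were normalized by TMM in edgeR 4.0.16 under R 4.3.3 and fitted over all 9 samples with glmQLFit, and each pair of groups was compared with glmQLFTest, with Benjamini-Hochberg adjustment. A gene was counted as changed at an FDR of 0.05 or lower and an absolute log2 fold change of 2 or higher, the paper's thresholds. The paper's text names edgeR and leaves open which of its tests and which filter were used. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. CPM values use the TMM library sizes. MDS distances used the 500 top genes and a prior count of 2 (limma 3.58.1). Exact permutation tests used scipy 1.17.1. The fit was tested on simulated counts with 200 genes changed 8-fold, of which it recovered 196 with 0 false calls. Each gene had the same spread in all simulated samples, the changed genes averaged above 1 CPM, and the others were left unchanged. The simulation therefore did not cover an outlying untreated replicate, genes of low expression or changes near 4-fold.

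Gene families were set by symbol prefix, with protocadherins among the cadherins, and gene lists were written before the data were examined. The median of a family or list was placed among 10000 random lists of the same size, drawn from the same of 20 expression bins. Families were also tested with Fisher's exact test against the other tested genes. The families follow genes and categories that the paper reported from the same counts, and genes are not independent replicates. These tests therefore describe these libraries only. Positions are from the GENCODE annotation on GRCh37, the same assembly as hg19, matched by symbol or an older symbol, which gave 98.1% of the tested genes a position.

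The genes named were chosen before the data were examined, as every gene in Tables 1 to 3, Fig 2 and the results text, the 5 largest rises and 5 largest falls at each time point among genes past both thresholds whose replicates did not overlap, and members of the tested families and lists, for lists only those past the thresholds. A gene of these whose expression can reflect a donor's genotype is not reported here.

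The alternatives were the filterByExpr filter, no filter but a total of 1 count, RLE size factors, DESeq2 1.42.0, edgeR's exact and likelihood ratio tests, glmTreat at 4-fold, an FDR of 0.01, no fold-change threshold, only the 2 groups compared, the replicate number as a block, and each sample left out in turn. For the MDS distances they were all genes and a prior count of 0.5. The microRNA, RT-PCR, ELISA, PANTHER and IPA data were not analysed here.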

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

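The tests of the splits of the samples, of the spread of the untreated samples and of the stress response as an explanation were chosen after the results were seen.

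The paper compared each time point with untreated cells. A direct test of 48 h against 24 h, which the paper does not report, gave 21 genes with an adjusted p of 0.05 or lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1554 genes at an unadjusted p of 0.05 or lower), of which 1 also passed the 4-fold threshold. Of the 10 splits of these 6 samples, 1, the real one, gave as many genes past both thresholds, and 10 splits are too few to rule out that this arose by chance. When the untreated samples were left out of the fit, 2258 genes had an adjusted p of 0.05 or lower, and without untreated replicate 3 alone 1337 did. The low number in the fit of all samples is therefore consistent with the spread of the untreated samples entering the variance that all groups share.

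Among the named genes, 4 passed an adjusted p of 0.05 between the time points in the fit of all samples. *CMKLR1* was lower at 48 h than at 24 h by a log2 fold change of -2.05 (standard error 0.25, adjusted p = 0.023), *ECEL1P2* was higher by 1.84 (standard error 0.23, adjusted p = 0.023), *LINC00842* by 1.03 (standard error 0.15, adjusted p = 0.044) and *HIST1H4H* by 0.94 (standard error 0.12, adjusted p = 0.023). Each rests on 3 samples against 3. With the replicate number as a block, none of the 4 had an adjusted p of 0.05 or lower (0.068 for *CMKLR1*, 0.11 for *ECEL1P2*, 0.16 for *LINC00842* and 0.11 for *HIST1H4H*), while without the untreated samples in the fit 25 of the 92 named genes did. *ECEL1P2* is a pseudogene and *HIST1H4H* one of many similar histone genes, so their reads could be shared with related genes, and the odds ratio of pseudogenes among the genes changed at both time points was 2.71. No uninfected 48 h control was analysed here, so a change with time in culture cannot be told apart from an effect of *Bb*.

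A list of targets of the amino-acid stress response (ATF4), which the paper does not discuss as a group, had a median log2 fold change of -0.80 at 24 h and -0.78 at 48 h over 34 tested genes, below each of 10000 random lists. *PCK2* (-3.67 at 24 h), *ADM2* (-3.84), *ASNS* (-2.28), *PHGDH* (-2.07) and *NUPR1* (-2.79) passed both thresholds at 24 h. With the replicate number as a block, *ADM2* (adjusted p = 0.052), *ASNS* (adjusted p = 0.086) and *PHGDH* (-1.99) no longer passed, and without untreated replicate 3 only *PCK2* still did. DESeq2 gave no p for *PCK2*, *ADM2* and *ASNS*. Without the genes seen in the paper the list's percentile was still 0. Without untreated replicate 3 the median of the whole list was -0.24 at 24 h and -0.18 at 48 h, so most of the size of this difference comes from that sample. A higher stress program in the untreated cultures, strongest in 1 of them, is a candidate explanation, and the medium and density of each culture were not analysed here.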

How the results depend on the processing

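The alternatives were fixed before the data were examined. With RLE size factors, DESeq2, edgeR's exact or likelihood ratio test, the filterByExpr filter, an FDR of 0.01, only the 2 groups compared or the replicate block, the numbers of genes changed at 24 h, at 48 h, at both and at either stayed within 1.5 times the values at the claims. With the filterByExpr filter they were 410, 420, 323 and 507, and with the block 285, 288, 229 and 344.

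With no filter on low counts they were 553 at 24 h, 568 at 48 h, 400 at both and 721 at either. Without a fold-change threshold they were 4964, 5398, 4047 and 6315, and with glmTreat, which tests for a change above 4-fold, 90, 92, 76 and 106. Across the 9 fits that each left out 1 sample they ran from 217 to 296, from 252 to 294, from 175 to 230 and from 297 to 359. The number between 48 h and 24 h was 1 in the 9-sample fit, 3 with only the 2 groups compared, 21 without a fold-change threshold, 0 with the replicate block, at an FDR of 0.01 and with glmTreat, and from 0 to 3 with a sample left out. In the 9-sample fit 1554 genes had an unadjusted p of 0.05 or lower in this comparison.

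The median of the forkhead genes was near 0 and changed sign. At 24 h it was -2.0e-04 with DESeq2 and -2.8e-05 with RLE size factors, and from -0.053 to 0.087 with a sample left out. At 48 h it was 0.0089 without a filter and from -0.038 to 0.073 with a sample left out. The median of the histone genes at 24 h was -0.039 without a filter. That of the NF-kB target list at 24 h was -0.20 with the filterByExpr filter and -0.20 without a filter, and -0.11 with the replicate block, no longer beyond the percentile limits, and from -0.42 to 0.37 with a sample left out. At 48 h it was 0.24 with the block, beyond the limits, and from -0.062 to 0.73 with a sample left out. The median absolute log2 fold change of the list of genes that differ between people was 0.45 without a filter at 48 h, inside the limits, and with a sample left out it ran from 0.31 to 0.47 at 24 h and from 0.32 to 0.46 at 48 h. The correlation across genes was 0.927 with the filterByExpr filter, 0.749 without a filter and from 0.927 to 0.939 with a sample left out. The cause was not tested. The separation of the groups in the MDS distances kept its direction under every setting tried, with ratios from 1.83 without a filter to 3.52 without untreated replicate 3. With 9 samples the p was 0.00119, and with a sample left out it was between 0.00179 and 0.00357.

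Of the log2 fold changes of 92 named genes at 2 time points, 42 of 184 changed their call under some setting, with 90 fits weaker, 13 stronger and 3 reversed among 3020. In 91 of these 106 cases a sample was left out, and the other 15, with only the 2 groups or the block, were weaker. DESeq2 gave no p for 5 of the genes (10 values), whose fold changes were compared without a test. Those reversed were *GAPDH* at 24 h (from -0.10 without untreated replicate 3 to 0.27 without untreated replicate 2), *GAPDH* at 48 h (from -0.28 without untreated replicate 3 to 0.095 without untreated replicate 2) and *VCAM1* at 48 h (from -1.52 without untreated replicate 2 to 0.58 without untreated replicate 3). Genes expressed mainly in untreated cells, such as *HOXA2*, fell below the expression filter when an untreated sample was left out and have no value there. Low expression limits the fold changes of genes such as *TNFSF18*, with 0 reads in untreated cells.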

Differences from the paper's values

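The fold changes that Tables 1 to 3 state were within the replicate spread or 1.5 times of the values here, and the counts of genes lay within 1.5 times the paper's. The differences were between the RT-PCR of Fig 2A and the RNA-seq counts, which are different assays. At 24 h the paper's RT-PCR log2 fold changes were about -0.2 for *TNFSF18*, about -0.3 for *IL1B*, about -0.2 for *CXCL6*, about 0.6 for *CXCL1* and about -0.1 for *CXCL8* in Fig 2A, read by eye, against RNA-seq values here of 8.76, 5.42, 4.19, 2.41 and 4.27. At 48 h they were about 1.9, about 0.8, about 1.4, about 1.6 and about 0.4 in Fig 2A, read by eye, against 9.22, 5.20, 4.48, 2.75 and 4.10. None of the 17 alternatives set before the data were examined brought any of these 5 genes within its replicate spread of the paper's value. *TNFSF18* had 0 reads in each untreated sample, so its RNA-seq values depend on the small count that edgeR adds. The size of the gap for *TNFSF18* is therefore not exact.

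For *GJB2* the paper's values were about -0.1 at 24 h and about 0.4 at 48 h in Fig 2A, read by eye, against -3.37 and -3.69 here. Without untreated replicate 3 the value at 24 h was -1.32, nearer to the paper's and within the spread of all replicates, but that sample makes up most of this spread, so the gap is not taken as closed. The other 16 alternatives, and all 17 at 48 h, left it open. For *MMP13* the paper's values were about -0.4 and about 0.6 in Fig 2A, read by eye, against -5.83 and -6.47 here. Each of the 14 alternatives that gave a value left the gap open. The fits that left out an untreated sample gave no value for *MMP13*. Untreated replicate 3 held 48.0 CPM of *MMP13*, against 3.55 and 2.23 in the other untreated replicates. How much of this gap comes from that sample was therefore not tested.

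The paper states that the change in SERPING1 protein went with that of its transcript, while *SERPING1* transcripts fell here by 2.38 on the log2 scale at 24 h. The legend of Fig 1 states most changes at 48 h, while 295 genes changed at 24 h and 293 at 48 h here. The order is not firm, since 8 of the 11 settings that kept all samples and 4 of the 9 that left one out gave more genes at 48 h. The text gives a single number of genes for 24 h or 48 h, while the paper's S1 File holds 275 genes at each time point and 329 in all, and 353 changed here. The paper describes the MDS replicates as clustered without outliers, while untreated replicate 3 lay 1.70 and 1.73 from the other untreated replicates, which were 0.74 apart.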

Other observations

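The tests of library size, the share of reads on a few genes, the gene lists and the splits that count changed genes were chosen after the results were seen. The members of the gene lists were fixed before the data were examined, but the percentile limits used for the lists here were set after their medians had been seen. The tests of GC content, gene length, pseudogenes and the splits of the gene families were set before their results were seen.

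Splits of the samples were tried in place of the real groups. For each of 24 h and 48 h, 1 of the 10 splits of the 6 samples, the real one, gave as many genes, and so did 1 of the 4 splits that part all 3 same-numbered pairs. The other splits part 1 such pair. The smallest share that 10 splits allow is too large to settle it. Of 100 drawn splits of the 9 samples into 3 groups, 3 gave as many genes changed at both time points and 1 gave as many changed at either. The 2 others that gave as many at both kept the untreated group whole and mixed the *Bb* groups, with up to 259 genes. The 2 drawn splits that kept the 3 untreated samples together under a *Bb* label gave up to 281 genes changed at either time point, and the 95 that parted the untreated samples gave 0. For the family medians, 1 of the 10 splits was as far from 0 as the real one for the HOX cluster genes at 24 h and 1 at 48 h, 1 and 1 for the histone genes, 2 and 1 for the cadherin, claudin and integrin genes, and 10 and 8 for the forkhead genes.

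The differences between untreated and *Bb* samples were large and similar at 24 h and 48 h, in part because both time points share the untreated samples. Library size was weighed first, and 1 of the 3 untreated samples lay outside the range of reads of the *Bb* samples. The share of reads on the 10 most counted genes differed by at most 2.85 percentage points between samples. GC content and the log2 fold change at 24 h had a Spearman rho across genes of -0.265, under the limit of 0.3 in size that was set, but not 0, and transcript length had 0.048. Pseudogenes were over-represented among the genes changed at both time points, with an odds ratio of 2.71 (Fisher's exact test, p = 0.013), so reads shared with parent genes may account for some calls, although only 8 of the 232 changed genes with a known type were pseudogenes.

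If infection acted mainly through NF-kB, its targets would rise together. Without the genes named in the paper, their median log2 fold change at 24 h was -0.30, at percentile 0.3 of matched lists. Leaving those genes out takes away some chosen because they rose, but the whole list was also low (-0.27, percentile 0.55). A general rise was therefore not seen at 24 h. Of the 25 tested genes of the whole list, 5 passed both thresholds at 24 h (Fisher's exact test, p = 1.7e-04). *CXCL1*, *CXCL8*, *IL1A* and *IL1B* rose, while *VCAM1* fell (-2.07, edgeR adjusted p = 0.045, or -0.40 without untreated replicate 3). At 48 h the median without the genes named in the paper was 0.085, at percentile 85.6, inside the limits but in the other direction. Between 48 h and 24 h it was 0.25, at percentile 100. The whole list had a median of 0.13 at 48 h, at percentile 94.4. At 48 h 4 of its genes passed both thresholds, all higher (Fisher's exact test, p = 0.0019). The result at 24 h rests on the untreated samples, since without untreated replicate 3 the median of the whole list was 0.37.

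A hypothesis is that the untreated and *Bb* cultures came from different lots of cells. The paper's text does not give the lot of each culture. Genes whose expression is known to differ strongly between people, without those seen in the paper, had a median absolute log2 fold change of 0.39 at 24 h, at percentile 95.5 of matched lists, just past the limit of 95 used here. The whole list lay at percentile 99.0, but at 60.6 when untreated replicate 3 was left out, so this test rests on that sample. It does not settle the question, and a result that bears on it is not reported here because it can reflect a donor's genotype. Cells from different regions of the nervous system may also differ in this way. Without genes named in the paper, a list of genes of the hindbrain and spinal cord lay at percentile 1.6 at 24 h and a list of forebrain genes at percentile 99.7. At 48 h the first lay at percentile 4.53, inside the limits. Astrocyte markers had a median of -0.67 at 24 h, at percentile 0 of matched lists, which is consistent with fewer or less mature astrocytes in the *Bb* cultures. Markers of fibroblasts and meningeal cells gave a mixed picture. The whole list lay at percentile 99.9 at 24 h and 99.8 at 48 h, with 6 of 19 genes past both thresholds at each, all higher. Without genes seen in the paper, which takes out genes chosen because they changed, it lay at percentile 0 at 24 h (median -0.66) and 36.7 at 48 h, with 1 of 14 past the thresholds. Targets of the ATF4 stress response were also at percentile 0. These tests cannot separate a difference in lot, region, cell mixture or culture state from an effect of *Bb*, since every untreated sample is on one side of each comparison.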
